# Blockade of Activin Receptor IIB Protects Arthritis Pathogenesis by Non‐Amplification of Activin A‐ACVR2B‐NOX4 Axis Pathway

**DOI:** 10.1002/advs.202205161

**Published:** 2023-03-22

**Authors:** Jimin Jeon, Hyemi Lee, Min‐Seung Jeon, Seok‐Jung Kim, Cham Choi, Ki Woo Kim, Dong Joo Yang, Sangho Lee, Yong‐Soo Bae, Won Il Choi, Juyeon Jung, Seong‐il Eyun, Siyoung Yang

**Keywords:** ACVR2B assembly, arthritis treatment, druggable target, human OA cartilage, mouse model

## Abstract

Although activin receptor IIB (ACVR2B) is emerging as a novel pathogenic receptor, its ligand and assembled components (or assembly) are totally unknown in the context of osteoarthritis (OA) pathogenesis. The present results suggest that upregulation of ACVR2B and its assembly could affect osteoarthritic cartilage destruction. It is shown that the ACVR2B ligand, activin A, regulates catabolic factor expression through ACVR2B in OA development. Activin A Tg mice (Col2a1‐*Inhba*) exhibit enhanced cartilage destruction, whereas heterozygous activin A KO mice (*Inhba^+/−^*) show protection from cartilage destruction. In silico analysis suggests that the Activin A‐ACVR2B axis is involved in Nox4‐dependent ROS production. Activin A Tg:Nox4 KO (Col2a1‐*Inhba:Nox4^−/−^*) mice show inhibition of experimental OA pathogenesis. NOX4 directly binds to the C‐terminal binding site on ACVR2B‐ACVR1B and amplifies the pathogenic signal for cartilage destruction through SMAD2/3 signaling. Together, the findings reveal that the ACVR2B assembly, which comprises Activin A, ACVR2B, ACVR1B, Nox4, and AP‐1‐induced HIF‐2*α*, accelerates OA development. Furthermore, it is shown that shRNA‐mediated ACVR2B knockdown or trapping ligands of ACVR2B abrogate OA development by competitively disrupting the ACVR2B‐Activin A interaction. These results suggest that the ACVR2B assembly is required to amplify osteoarthritic cartilage destruction and could be a potential therapeutic target in efforts to treat OA.

## 1 Introduction

Osteoarthritis (OA) is a leading cause of disability and has a large socioeconomic cost. OA is a whole‐joint disease characterized by cartilage destruction, synovial inflammation, osteophyte formation, subchondral bone sclerosis, and decreased elastic modulus of the cartilage.^[^ ^1^, ^2^ ^]^ However, we currently lack an effective disease‐modifying therapy.^[^ ^3^ ^]^ Among the above‐listed manifestations of OA, cartilage destruction is a hallmark of OA pathogenesis. Consequently, although multiple cell types in joint tissues are known to be involved in OA pathogenesis, chondrocytes have been the focus of most studies on OA pathogenesis. OA cartilage destruction is caused primarily by the upregulation of matrix‐degrading enzymes;^[^ ^4^ ^]^ among them, matrix metalloproteinase 3 (MMP3) and MMP13 are known to play crucial roles.^[^ ^5^, ^6^ ^]^

Cell surface (transmembrane) receptors and their ligands have been the primary therapeutic targets in efforts to combat OA, given their ability to transduce signals through pathogenic receptors.^[^ ^7^, ^8^ ^]^ OA is initiated by several stimulating factors, including pro‐inflammatory cytokines such as interleukin (IL)‐1*β* and IL‐17.^[^ ^9^, ^10^, ^11^ ^]^ These OA‐initiating pathogenic factors, which can be produced by mechanical stress,^[^ ^12^ ^]^ metabolic stress,^[^ ^13^ ^]^ and/or inflammaging,^[^ ^14^ ^]^ bind to their cognate receptors to activate catabolic signaling in chondrocytes.^[^ ^7^ ^]^ This alters biochemical pathways in chondrocytes, leading to extracellular matrix degradation and inflammation through the expression of MMPs and cyclooxygenase‐2 (COX‐2).^[^ ^15^ ^]^ The functional blockade of pathogenic factors and their receptor signaling can be an effective therapeutic approach for treating OA.^[^ ^8^ ^]^

A number of drugs have recently been developed to target these pathways, including several classes of cytokine receptor antagonists, small anti‐inflammatory molecules, and targeted inhibitors of catabolic factors.^[^ ^16^, ^17^ ^]^ Among them, cytokine receptor antagonists and receptor‐trapping ligands are pharmaceutically attractive targets for disrupting OA initiation and progression. Ligand trapping, which is a complementary approach to antibody‐based methods for blocking pathological levels of ligands, offers several advantages.^[^ ^18^ ^]^ In general, a ligand trap is smaller than an antibody, has excellent tissue permeability, and can bind to multiple ligands. A ligand trap will recognize the biologically active part of the target. Given that ligand traps generally have low immunogenicity,^[^ ^19^ ^]^ they do not require protection from the immune system. The joints that are commonly affected by OA are well‐suited to intra‐articular (IA) therapies,^[^ ^20^ ^]^ and using IA injection of a ligand trap for receptor blockade could potentially be developed as a therapeutic approach for OA. IA therapies have a number of physiological and practical advantages over systemic medications, including safety, and IA injection of a relevant ligand trap could offer a novel mechanism of action that more directly targets the pathophysiology of OA.^[^ ^21^ ^]^ However, with the exception of reports on IL‐1 receptor antagonist (IL‐1Ra),^[^ ^22^, ^23^ ^]^ little information is available regarding the potential of using pathogenic receptors as therapeutic targets. Thus, it is important to identify and characterize pathogenic receptors and their ligands to support the development of effective therapeutic targets for treating OA.

ACVR2B is a single‐transmembrane‐domain serine/threonine kinase receptor that acts as a type II receptor; it initiates signaling and cellular responses through binding to ligands, such as GDF5, 8, 11, and activin A.^[^ ^24^, ^25^ ^]^ The downstream function depends on which binding partner engages the receptor.^[^ ^7^ ^]^ Once a ligand is bound to a type II receptor (ACVR2A, ACVR2B, or BMPR2), the type II receptor phosphorylates a type I receptor (ACVR1A, ACVR1B, ACVR1C, BMPR1A, or BMPR1B) to activate kinase activity and thereby trigger signaling via the Smad pathway.^[^ ^25^, ^26^ ^]^ In this manner, the various ligands signal through type I and type II receptors that, upon ligand binding, assemble into the final receptor complex (here, called the “assembly”).^[^ ^24^ ^]^ ACVR2B is emerging as a pathogenic receptor, but no published study has clearly explored its involvement in arthritis pathogenesis or the relevant ligand(s), heteromeric partner receptor(s), and/or downstream mediator(s).

In the present study, we used bioinformatic approaches along with in vitro and in vivo analyses to characterize the function of ACVR2B and its assembly in OA pathogenesis. The various ligands signal through type I and type II receptors which, upon ligand binding, assemble the final receptor complex.^[^ ^24^ ^]^ We reveal that the activin A‐ACVR2B‐Nox4 axis in chondrocytes functions as an essential catabolic regulator of OA through the AP‐1 regulated transcription factor, HIF‐2*α*. As if assembly into heteromeric complexes increases downstream signaling cascades,^[^ ^27^ ^]^ ACVR2B heterodimer with ACVR1B and phosphorylates Smad2/3 signaling pathway, and Nox4 works as a modulator of ACVR2B assembly. Finally, we suggest future translational research with trapping ligands of ACVR2B for treating various types of OA. In sum, we herein reveal the ligand and assembly of ACVR2B as being druggable targets for OA treatment, and characterize the relevant functions and underlying mechanisms of the activin A‐ACVR2B‐Nox4 axis in OA pathogenesis.

## 2 Results

### 2.1 Upregulation of ACVR2B in Cartilage Is Necessary for OA Pathogenesis

Many pharmaceutical companies have targeted numerous single‐pass transmembrane (TM) receptors as potential therapeutic targets because it is relatively simple to predict and purify their active sites for interactions with pathogenic ligands, such as IL‐1*β* and IL‐17.^[^ ^10^, ^11^ ^]^ To identify new single transmembrane pathogenic receptors involved in OA development, we screened 2402 transmembrane receptors obtained from the GEO database of human OA (GSE16464) and rat OA samples (GSE8077). First, the 2402 transmembrane receptors were sorted by IPA; from those results, we excluded 1582 G‐protein‐coupled receptors (GPCRs). From among the remaining 820 transmembrane receptors, single or multiple transmembrane receptors were identified using UniProtKB/Swiss‐Prot analysis. This resulted in the selection of 673 candidates. From a list of single transmembrane receptors, we excluded known functional receptors and screened the remaining candidates for expression in primary cultured chondrocytes under pathogenic conditions (e.g., in the presence of IL‐1*β*). On the basis of our results, we identified ACVR2B as a possible pathogenic single‐pass TM receptor involved in OA pathogenesis (**Figure** **1**a; and Table S1, Supporting Information). ACVR2B is a TM serine/threonine kinase receptor that is known to be involved in many physiological and pathological processes.^[^ ^12^ ^]^ However, its function in OA pathogenesis has not previously been assessed. We therefore examined the possible functions and underlying regulatory mechanisms of ACVR2B in OA pathogenesis.

**Figure 1:**
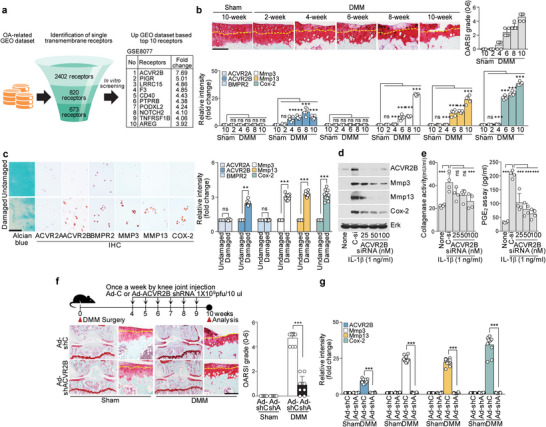
Upregulation of ACVR2B in OA cartilage is necessary for OA pathogenesis. a) Schematic summary of screening for novel pathogenic receptors. b) DMM‐operated mice were sacrificed at the indicated weeks after surgery (*n* = 5). Safranin‐O staining images of cartilage sections (upper left), scoring of OARSI grade (upper right), and immunostaining image density analysis (lower). c) Upregulation of ACVR2B in human OA cartilage (*n* = 10). Images show Alcian blue and immunostaining of ACVR2B in human OA cartilage (left) and analysis of immunostaining intensities (right). d,e) Primary‐culture mouse articular chondrocytes were treated with ACVR2B siRNA (*n* = 4). Shown are (d) Western blot images of the indicated molecules, along with (e) collagenase activity (left) and PGE_2_ production (right). f,g) DMM‐operated WT mice were IA injected with Ad‐ACVR2B shRNA (Ad‐shA) in the joint tissues. Shown are a schematic of the experimental procedures used for Ad‐ACVR2B shRNA injection (f, upper left), Safranin‐O staining images of joint sections (*n* = 10) (f, upper right), scoring of OARSI grade (f, right), and IHC intensity analysis (g). Yellow dotted lines indicate tidemarks (b,f). Values are presented as means ± SD, and were assessed using two‐tailed *t*‐test (c; right), one‐way ANOVA with Bonferroni's post‐hoc test (b, e, g), and Kruskal‐Wallis test followed by Mann‐Whitney U test (f). **p < 0.01; ***p < 0.001, ns; not significant. Scale bar: 100 µm. Ad‐shC, control shRNA adenovirus. Ad‐shA, ACVR2B shRNA adenovirus.

As ACVR2B is a type II receptor, we further assessed the possible involvement of two other type II receptors, ACVR2A and BMPR2, in OA pathogenesis. Mouse OA caused by DMM (destabilization of the medial meniscus) surgery provides a reproducible and slow‐progressing disease that resembles the development of human OA.^[^ ^28^ ^]^ In this OA mouse model, ACVR2B began to increase gradually at 4 weeks post‐surgery, before changes were seen in the expression levels of MMP3, MMP13, and COX‐2; in contrast, the levels of ACVR2A and BMPR2 were unchanged throughout the observation period (Figure 1b; and Figure S1a,b, Supporting Information). Moreover, the protein levels of ACVR2B (but not ACVR2A or BMPR2) were markedly elevated in OA‐affected, damaged regions of human cartilage compared with undamaged areas from the same patient (Figure 1c). These findings suggest that ACVR2B could be related to OA development. The OA cartilage also exhibited elevated levels of MMP3 and MMP13, which play crucial roles in OA cartilage destruction,^[^ ^5^, ^6^ ^]^ and COX‐2, which is a key enzyme for prostaglandin E2 (PGE_2_) production and inflammatory responses.^[^ ^15^ ^]^ To characterize the function of ACVR2B in chondrocytes, we performed ACVR2B loss‐of‐function experiments in vitro and in vivo under OA‐mimicking conditions. The siRNA‐mediated knockdown of ACVR2B in primary‐culture chondrocytes inhibited the abilities of IL‐1*β* to upregulate the productions of MMPs, COX‐2, and PGE_2_ and the activity of collagenase (Figure 1d,e), suggesting that ACVR2B is involved in the pro‐inflammatory cytokine‐induced expression of these OA mediators in chondrocytes. The in vivo function of ACVR2B was addressed by its knockdown in joint tissues with intra‐articular (IA) injection of an adenovirus expressing an shRNA against ACVR2B (Ad‐shACVR2B). The knockdown of ACVR2B significantly abrogated DMM‐induced cartilage destruction and catabolic factor expression (Figure 1f,g; and Figure S1c, Supporting Information).

### 2.2 The Activin A‐ACVR2B Axis Works as a Critical Catabolic Inducer of OA Development

We next characterized ligands of ACVR2B that appear to be associated with OA pathogenesis. Regarding upstream activators, growth differentiation factor (GDF)5, 8, 11, and activin A (encoded by *Inhba*) are known to be ligands for ACVR2B.^[^ ^24^ ^]^ To identify the ligands of ACVR2B in OA pathogenesis, we performed in silico analysis against human and mouse OA GEO databases (GSE16464, GSE33754, GSE26475, and GSE75181). Activin A (but not the other known ligands) was markedly upregulated in human OA cartilage, DMM‐induced mouse OA cartilage, OA cartilage of STR/ort mice (a spontaneous OA model),^[^ ^29^ ^]^ and primary‐culture chondrocytes treated with IL‐1*β* or TNF‐*α* (**Figure** **2**a; and Figure S2a, Supporting Information). Similar results were observed in damaged regions of human cartilage and DMM induced‐OA mouse cartilage (Figure 2b,c). IHC analyses demonstrated that activin A was significantly upregulated at 4 weeks post‐surgery, before the observed cartilage destruction and catabolic factor expression, whereas no such change was seen for GDF5, 8, or 11 (Figure S2b,c, Supporting Information). We next assessed whether ACVR2B ligands were involved in OA pathogenesis. Treatment of chondrocytes with recombinant versions of the ACVR2B ligands, GDF5, GDF8, GDF11, or activin A, revealed that GDF5 induced anabolic factor expression, activin A regulated catabolic factor expression, and GDF8 and 11 did not affect anabolic or catabolic factor expression (Figure 2d; and Figure S2d, Supporting Information). As previous research suggested that activin A functions as an autocrine regulator,^[^ ^30^ ^]^ we also assessed whether activin A was expressed in GDF5, GDF8, GDF11, or activin A‐treated chondrocytes. Indeed, activin A was further increased in activin A‐treated chondrocytes, but not in those treated with GDF5, GDF8, or GDF11 (Figure S2e, SupportingInformation). This result suggested that activin A could act as an autocrine regulator in OA pathogenesis. 

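Primary chondrocytes, isolated from the femoral condyles and tibial plateaus of 5-day-old mice, were infected at 800 MOI with Ad-activin A, an adenovirus that carries activin A, or with the empty virus Ad-C. Total RNA was taken after 36 h and hybridized to the Affymetrix Mouse Gene 2.0 ST array, which measures each transcript with a set of probes. There were 2 biological replicates infected with Ad-C and 2 infected with Ad-activin A. The methods name TRIzol for the RNA isolation, whereas the sample labels name a Purelink RNA mini kit. The treatment text of the labels speaks of Ad-activin A for every sample, and the groups were taken from the titles and from the treatment given for each sample. The values analyzed were the processed log2 values deposited by the authors. The software and normalization behind them are not given in the sources used here. The arrays had medians of 3.96 and 3.98 with Ad-C and of 4.01 and 3.97 with Ad-activin A. Over all probe sets, Pearson's r was 0.988 between the Ad-C replicates, 0.982 between the Ad-activin A replicates and 0.971 to 0.974 between arrays of different groups. Of 41345 probe sets, 23521 carried 1 gene symbol, 1814 carried several and 16010 were unnamed here. Probe sets of the last 2 kinds were left out, and the brightest probe set stood for a gene with several, which left 22180 genes. Each gene was tested with limma, and p-values were adjusted by the Benjamini-Hochberg method. At an adjusted p under 0.05, 850 genes were higher and 774 were lower with Ad-activin A. Of these, 407 were higher and 358 were lower by at least 2-fold. These counts rest on every array: 257 genes passed without Ad-C replicate 1, 138 without Ad-C replicate 2, 16 without Ad-activin A replicate 1 and 10 without Ad-activin A replicate 2. Data simulated here drew normal noise with the moderated variances, which are more alike than the unmoderated variances of the genes. They therefore cannot show whether such a loss is to be expected, and the cause of the loss was not tested.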

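Inhba, which encodes the activin A subunit, was at log2 values of 7.62 and 6.36 on the Ad-C arrays and of 11.68 and 11.78 on the Ad-activin A arrays. This is a log2 fold change of 4.74 (standard error 0.38, adjusted p = 0.00231 from limma). The arrays do not tell transcripts of the virus from those of the chondrocytes. Of 30 measured genes of a list of OA catabolic factors, 14 were higher with Ad-activin A and none was lower (17 higher and none lower when adjusted over the list alone). The stromelysin gene Mmp3 rose by a log2 fold change of 5.72 (standard error 0.25, adjusted p = 0.000353) and the collagenase gene Mmp13 by 3.21 (standard error 0.21, adjusted p = 0.00141). The aggrecanase gene Adamts5 rose by 2.07, Mmp12 by 2.34 and the zinc transporter gene Slc39a8 by 2.43. Among inflammatory mediators, Il6 rose by 5.44, Nos2, which encodes the inducible nitric oxide synthase, by 5.34 and Ptgs2, which encodes COX-2, by 3.52. Adamts4 had a log2 fold change of 0.21, Tnf of 0.35 and Il1b of -0.15, and none of these passed the test. Of 33 measured genes of inflammatory cytokines and the acute phase, 22 were higher and 1, Csf1, was lower (22 higher and 3 lower when adjusted over the list alone). The neutrophil chemokine genes Cxcl3 and Cxcl5 rose by 6.72 and 5.67, and the serum amyloid gene Saa3 rose by 5.49. The complement gene Cfb rose by 4.08 and the monocyte chemokine gene Ccl2 by 4.01. Some genes of both lists are shown in Figure 2e and were seen before the lists were written, so these counts are not independent of that figure. As a set, the OA catabolic genes lay higher than the other genes, with a median log2 fold change of 0.44 (adjusted p = 7.11e-14 from camera with a preset inter-gene correlation of 0.01). This call was lost with an estimated correlation (adjusted p = 0.29), a setting in which camera tests on the 2 residual degrees of freedom of the fit. The estimated correlation of the OA catabolic list was 0.0993, above the preset one. The inflammatory genes had a median of 1.47 (adjusted p = 1.36e-20, and adjusted p = 0.222 with an estimated correlation). Their estimated correlation was -0.0174, below the preset one, so their loss does not come from a larger correlation. Inhba no longer passed without Ad-activin A replicate 1 (adjusted p = 0.1) or replicate 2 (adjusted p = 0.0964).

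**Figure D1:**
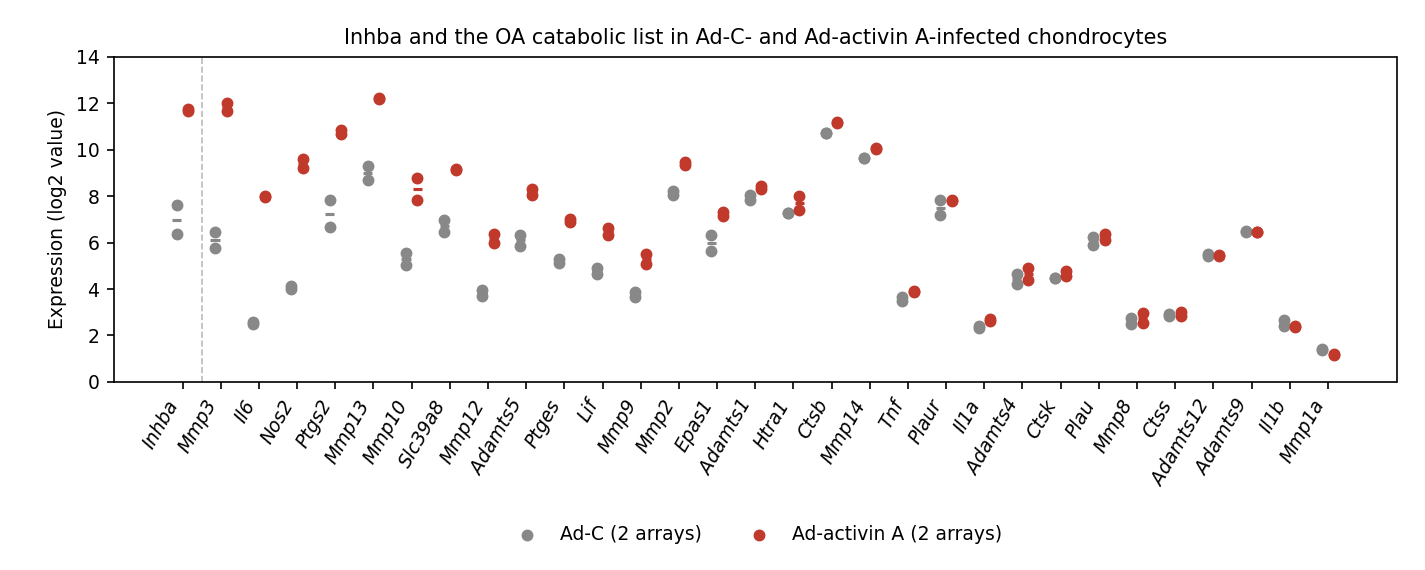
Log2 expression of Inhba and of the measured genes of the OA catabolic list, ordered by fold change. Each point is an array, with 2 arrays of Ad-C-infected chondrocytes in gray and 2 of Ad-activin A-infected chondrocytes in red, and short lines mark the group means. Mmp3, Il6 and Nos2 stand far apart between the groups, whereas the groups lie close together at Adamts9 and Plaur.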

Gene set enrichment analysis (GSEA) further suggested that the OA‐signature gene set was positively enriched for activin A, and micromass culture analysis revealed that activin A did not affect chondrogenesis (Figure 2e; and Figure S3a–c, Supporting Information). We identified a specific activin A gene signature and found that it did not overlap with the signatures seen in chondrocytes treated with GDF5, 8, or 11, suggesting that the activin A signature may reflect genes that are involved in OA pathogenesis (Table S2, Supporting Information). To characterize the function of activin A in OA pathogenesis, we performed gain‐of‐function and loss‐of‐function analyses. Our results demonstrated that overexpression of activin A via recombinant activin A or Ad‐activin A infection triggered the productions of MMP3, MMP13, and COX‐2. Conversely, the siRNA‐mediated knockdown of activin A inhibited the IL‐1*β*‐induced upregulations of MMPs and COX‐2 in chondrocytes (Figure 2f). Moreover, our in vitro knockdown analysis strongly suggested that activin A induces catabolic factor expression through ACVR2B, but not other type II receptors, such as ACVR2A or BMPR2 (Figure 2g).

**Figure 2:**
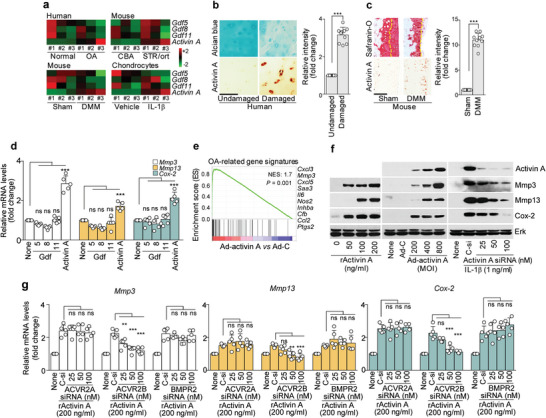
Activin A is associated with OA through ACVR2B. a) Heatmap of Gdf5, Gdf8, Gdf11, and activin A expression in cartilage from human OA patients, SRT/ort OA mice, and DMM‐operated mice, and in IL‐1*β* treated human chondrocytes. b,c) Images of Alcian blue or Safranin‐O staining and activin A immunostaining in human OA cartilage and DMM‐operated mouse cartilage (b,c; left, *n* = 10), with immunostaining intensity (b,c; right). d) The indicated molecules were determined by qRT‐PCR analysis of mouse primary chondrocytes treated with 200 ng mL^−1^ of Gdf5, 8, 11, or activin A. e) GSEA of OA signature genes in chondrocytes infected with Ad‐C or Ad‐activin A. f) Western blot images of the indicated molecules after chondrocytes were treated with recombinant activin A (left), infected with Ad‐activin A (middle), or treated with the indicated concentrations of activin A siRNA (right). g) *Mmp3, Mmp13*, and *Cox‐2* expression levels after knockdown of ACVR2A, ACVR2B, or BMPR2 in activin A‐treated chondrocytes. Tidemarks are indicated by yellow dotted lines (c). Values are presented as means ± SD, and were assessed using two‐tailed *t*‐test (b,c) or one‐way ANOVA with Bonferroni's post‐hoc test (d,g). **p < 0.01; ***p < 0.001.

Together, these findings indicate that activin A stimulates catabolic factor expression through ACVR2B, which is key pathogenic receptor in activin A‐induced OA pathogenesis.

### 2.3 Osteoarthritic Cartilage Destruction Reflects the Expression of Activin A

We further evaluated the catabolic role of activin A by generating cartilage‐specific activin A transgenic (Tg) mice (Col2a1‐*Inhba*) using the Col2a1 promoter and enhancer.^[^ ^31^ ^]^ We first tested activin A expression in activin A Tg mice, and then assessed parameters of OA pathogenesis in vitro and in vivo. The chondrocytes of postnatal activin A Tg mice showed increased expression levels of catabolic factors (MMP3, MMP13, and COX‐2) compared to those of WT mice (Figure S4a,b, Supporting Information). We found that activin A was secreted to the culture media of chondrocytes obtained from postnatal activin A Tg mice. A 10× concentration of culture medium from chondrocytes of postnatal activin A Tg mice applied at various doses affected the expression levels of catabolic factors in WT chondrocytes (**Figure** **3**a). As observed in vitro, activin A Tg mice spontaneously exhibited OA pathogenesis and catabolic factor expression (Figure 3b; and Figure S4c, Supporting Information). Interestingly, DMM‐induced activin A Tg mice exhibited accelerated osteoarthritic cartilage destruction and catabolic factor expression, compared to DMM‐induced WT mice (Figure 3c; and Figure S5a, Supporting Information). Furthermore, µCT analysis suggested that the pathological alterations of subchondral bone were increased in DMM‐induced activin A Tg mice compared to the corresponding WT mice (Figure 3d). To provide information on critical mechanical and compositional cartilage traits, we analyzed the elastic modulus of the cartilage using the bioindentation technique. The modulus of elasticity results indicated that activin A Tg cartilage was severely damaged compared to WT mouse cartilage (Figure 3e). We next used heterozygous activin A knockout (KO) mice [*Inhba* ^+/−^, chosen because *Inhba* ^−/−^ mice are embryonic lethal^[^ ^32^ ^]^] to assess whether heterozygous activin A KO mice could protect against OA cartilage destruction. In DMM‐operated heterozygous activin A KO mice, we observed suppression of osteoarthritic cartilage destruction and catabolic factor expression, compared to the same parameters in DMM‐induced WT mice (Figure 3f; and Figure S5b, Supporting Information). µCT and elastic modulus of the cartilage analyses revealed that depletion of activin A could protect against OA pathogenesis and rescue the elastic modulus of cartilage tissue (Figure 3g,h). Taken together, these results strongly indicate that activin A could critically accelerate OA pathogenesis through an interaction with ACVR2B.

**Figure 3:**
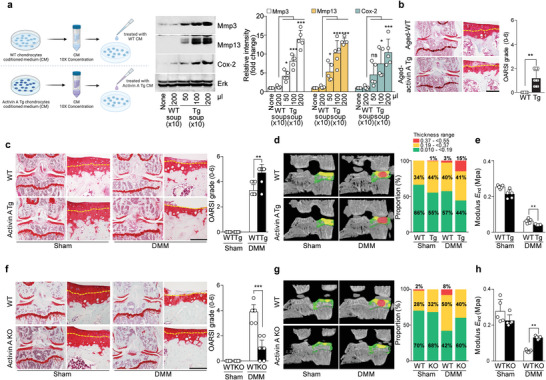
Activin A is a critical catabolic regulator of OA pathogenesis. a) Schematic illustration of the strategy used to concentrate conditioned media from chondrocytes of WT and activin A Tg mice (left), along with Western blot images (middle) and relative protein intensity levels (right) of the indicated molecules. The culture medium from Wt and activin A Tg chondrocytes were collected for 24 h, concentrated it to 10×, and applied the indicated volumes (in µL) of the concentrate to normal chondrocytes. (*n* = 5). b) Cartilage destruction in 18 month old WT (*n* = 5) and activin A Tg (*n* = 9) mice was determined by Safranin‐O staining (left) and OARSI scoring (right). c) Safranin‐O staining images of joint sections (left) and scoring of OARSI grade (right) (*n* = 10). d) 3D µCT images (left; *n* = 5) and stacked‐bar plot showing the trabecular bone thickness distribution of the indicated samples (right). e) The elastic modulus of cartilage, as measured by bioindentation (*n* = 5). f) Safranin‐O staining images of joint sections (left) and scoring of OARSI grade (right) (*n* = 10). g) Representative 3D µCT images (left; *n* = 5) and stacked‐bar plot showing the trabecular bone thickness distribution of the indicated samples (right). h) The elastic modulus of cartilage, as measured by bioindentation (*n* = 5). Tidemarks are indicated by yellow dotted lines (b,c,f). Values are presented as means ± SD and were assessed using one‐way ANOVA with Bonferroni's post‐hoc test (a), two‐tailed *t*‐test (b), or Kruskal‐Wallis test followed by Mann‐Whitney U test (c,e,f,h). **p < 0.01; ***p < 0.001. Scale bar: 100 µm.

### 2.4 NADPH Oxidase 4 (Nox4) Is a Critical Catabolic Mediator of the Activin A‐ACVR2B Axis

Next, we performed GSEA and IPA in Ad‐activin A‐infected chondrocytes to identify downstream mediators of the activin A‐ACVR2B axis in OA pathogenesis. GSEA and IPA revealed that most of the genes upregulated in Ad‐activin A‐infected chondrocytes were related to reactive oxygen species (ROS) production (**Figure** **4**a, upper; and Figure S6a, Supporting Information). 

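Sod2, the mitochondrial superoxide dismutase, had the largest rise of the ROS pathway list, with a log2 fold change of 1.87 (standard error 0.13, adjusted p = 0.00151 from limma). Of 42 measured genes of this list, 8 were higher with Ad-activin A, 1 was lower and 33 did not pass the test (11 higher and 1 lower when adjusted over the list alone). The glutaredoxin gene Glrx rose by 1.52, the extracellular glutathione peroxidase gene Gpx3 by 1.30 and Gclc, which encodes a subunit of the rate-limiting enzyme of glutathione synthesis, by 1.06. Junb rose by 1.11, Abcc1 by 1.07, Sbno2 by 0.62 and Prdx4 by 0.61, and Lsp1 fell by 1.05. Of 22 measured genes of a list of NRF2 and antioxidant genes, 7 were higher and none was lower (10 higher and none lower when adjusted over the list alone). The extracellular superoxide dismutase gene Sod3 led this list at 2.31 (standard error 0.17, adjusted p = 0.00191). Whether NRF2 induced these genes was not tested. Nfe2l2, which encodes NRF2, had a log2 fold change of 0.34 and did not pass. Among 15 measured genes of NADPH oxidases and xanthine dehydrogenase, 2 were higher, 1 was lower and 12 did not pass (2 higher and 1 lower when adjusted over the list alone). Xdh rose by 2.05 and Duox2 fell by 0.63, whereas Cybb, the phagocyte oxidase gene, had a log2 fold change of 0.17 and did not pass. The ROS pathway list had a median log2 fold change of 0.09 and lay higher than the other genes by camera (adjusted p = 0.0152, and adjusted p = 0.302 with an estimated correlation). GSEA of this list by the log2 ratio gave an NES of 1.77 (p = 0.00415 over 10000 gene permutations). The NRF2 list had a median of 0.36 (adjusted p = 3.89e-05 from camera, and adjusted p = 0.29 with an estimated correlation), and the NADPH oxidase list a median of -0.07 (adjusted p = 0.899). The camera result of the ROS pathway list was lost without Ad-activin A replicate 2 (adjusted p = 0.0558) and on ranks (adjusted p = 0.0592). Together the 3 lists held 68 measured genes, of which 14 were among the 850 genes that rose. This is 1.65% of the genes that rose, a share limited by the length of the lists, and 20.6% of the listed genes, against 3.83% of all genes. Table S2 prints rises of Sod2, Sod3, Junb and Nox4, which are on these lists, and was seen before the lists were written. The counts and set tests are therefore not fully independent of that table. The paper took its statement from the enrichment of a ROS gene set in GSEA and from the annotation of the genes by IPA, and turned to these genes in its search for downstream mediators of the activin A-ACVR2B axis.

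**Figure D2:**
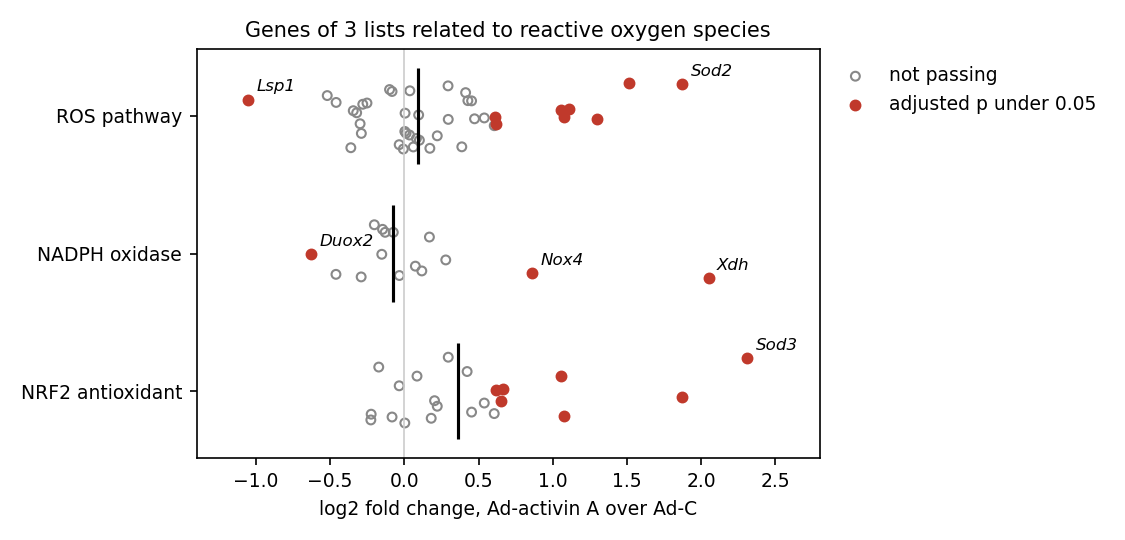
Log2 fold change of Ad-activin A over Ad-C, from 2 arrays per group, for each measured gene of 3 lists. Filled points passed an adjusted p under 0.05, open points did not, and black lines mark the medians. The 42 genes of the ROS pathway list spread around a median of 0.09, with Sod2 highest at 1.87 and Lsp1 lowest at -1.05. Points are moved apart vertically within a list for clarity.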

Microarray analysis identified Nox4 as the most highly upregulated gene in activin A‐overexpressing chondrocytes (Figure 4a, lower). 

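Nox4 was at log2 values of 3.68 and 3.76 on the Ad-C arrays and of 4.33 and 4.83 on the Ad-activin A arrays. Its log2 fold change was 0.86 (standard error 0.19), a 1.81-fold rise with an adjusted p of 0.05 from limma, which lay just below the threshold before rounding. Its mean on the Ad-C arrays lay below 4.52, the median level of all genes. By log2 fold change Nox4 ranked 9 among the 68 measured genes of the ROS pathway, NADPH oxidase and NRF2 lists together, and 2 of 15 within the NADPH oxidase list, after Xdh. Figure 4a draws a heatmap of ROS-related genes that are not listed in the text, and not all of their names could be read from the figure, so the rank within that set was not computed. Among all genes Nox4 ranked 584 of 22180, and 535 of the 850 that were called higher. This rank was 1263 from Ad-activin A replicate 1 alone and 382 from replicate 2 alone. Cxcl3, with a log2 fold change of 6.72, stood first, followed by the haptoglobin gene Hp at 6.27 and by Mmp3. Chil1, which encodes a chitinase-like protein secreted by chondrocytes in arthritis, had a log2 fold change of 4.74. Of the other catalytic subunit genes, Duox2 was called lower, with a log2 fold change of -0.63 (adjusted p = 0.0345). Nox1, Nox3, Cybb and Duox1 had log2 fold changes of -0.03, 0.07, 0.17 and -0.29 and did not pass. With each array left out in turn the log2 fold change of Nox4 stayed at 0.61 to 1.11, but its call was lost, with adjusted p from 0.0978 to 0.261. These fits have 1 residual degree of freedom and lost the calls of 56 to 100 of the 107 called genes of the naming rule, so the loss is not specific to Nox4. The call was also lost with quantile normalization (adjusted p = 0.0544), with the arrays centred on their medians (adjusted p = 0.058) and with robust moderation of the variance (adjusted p = 0.0525). It was lost too with the replicate number as a block.

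**Figure D3:**
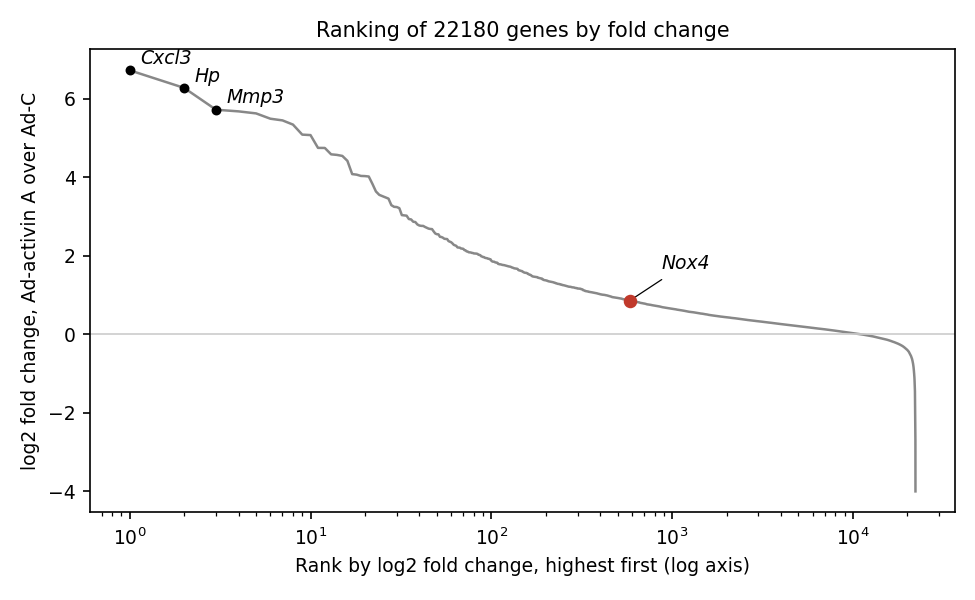
Log2 fold change of Ad-activin A over Ad-C, from 2 arrays per group, of 22180 genes against their rank on a log axis. The gray line joins the genes, black points mark the 3 genes with the largest fold changes and the red point marks Nox4 at rank 584.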

NOX4 is known to be responsible for ROS production in many cell types.^[^ ^33^ ^]^ We monitored ROS production with DCF‐DA staining analysis and assessment of 8‐hydroxy 2 deoxyguanosine (8‐OHdG, a major product of ROS damage) for in vitro and in vivo conditions, respectively.^[^ ^34^ ^]^ Consistently, Nox4 expression and ROS production were upregulated in activin A‐overexpressed chondrocytes and spontaneous activin A Tg mice (Figure 4b; and Figure S6b,c, Supporting Information), whereas knockdown of Nox4 inhibited activin A‐induced ROS production (Figure 4c,d). As NOX4 is known to contribute to OA cartilage destruction through inflammation induction and matrix degradation,^[^ ^35^ ^]^ we next assessed OA cartilage destruction in DMM‐induced Nox4 KO mice. Our results first revealed that Nox4 KO mice exhibited significant abrogation of osteoarthritic cartilage destruction and catabolic factor expression (Figure S6d,e, Supporting Information). We found that Nox4 overexpression in chondrocytes upregulated MMP3, MMP13, and COX‐2, whereas siRNA‐mediated knockdown of Nox4 and ACVR2B abrogated the activin A‐induced upregulations of these catabolic factors (Figure S6f–h, Supporting Information). We further observed rescue of pathological alterations in subchondral bone and the elastic modulus of the cartilage tissue in DMM‐induced Nox4 KO mice, as assessed by µCT and bioindentation analyses, respectively (Figure S6i,j, Supporting Information). To assess the in vivo function of NOX4 as a mediator of the activin A‐ACVR2B axis, we generated activin A Tg:Nox4 KO (Col2a1‐*Inhba*:*Nox4* ^−/−^) mice by crossing cartilage‐specific activin A Tg mice with Nox4 KO mice. The enhancements of OA manifestations, catabolic mediators, and ROS production seen in DMM‐operated activin A Tg mice were significantly inhibited by knockout of Nox4 in activin A Tg:Nox4 KO mice (Figure 4e–g; and Figure S7, Supporting Information). Interestingly, we found that a direct interaction between ACVR2B and NOX4 was supported by our in silico protein structural homology modeling (Figure 4h). To examine whether Nox4 is a direct downstream mediator of the activin A‐ACVR2B axis, we performed co‐immunoprecipitation (co‐IP) analysis with ACVR2B in activin A‐overexpression conditions. NOX4 consists of six transmembrane (TM) domains: Its N‐ and C‐terminal moieties both face the cytosol^[^ ^36^ ^]^ and its C‐terminus could interact with a C‐terminal binding site on ACVR2B. NOX4 is predicted to bind to the C‐terminus‐proximal residues, G373, N399, and Q401, of ACVR2B (Figure 4h, lower). We performed co‐IP analyses with WT ACVR2B (wtACVR2B) and mutated forms of ACVR2B (Mu1, with G373 changed to K373; Mu2, with G399 changed to K399; Mu3, with Q401 changed to K401; and Mu4, with G373, G399, and Q401 changed to K373, K399, and K401, respectively). Our co‐IP analyses indicated that endogenous Nox4 bound to the exogenous wtACVR2B sequences, but not the exogenous muACVR2B sequences (Figure 4i). Taken together, these findings indicate that the C‐terminal sequence of ACVR2B directly interacts with Nox4 and further suggest that Nox4 could act as a downstream mediator of the signaling pathway for OA pathogenesis.

**Figure 4:**
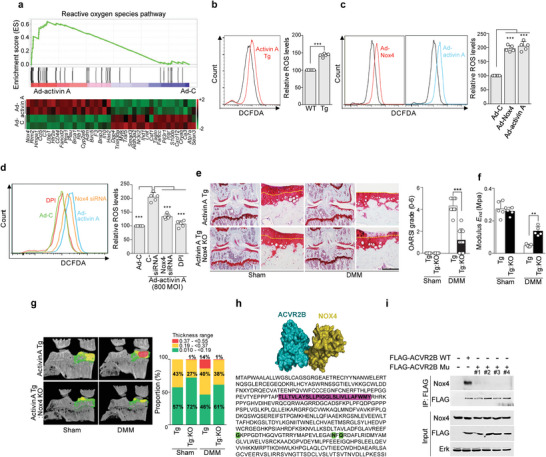
Nox4 is a critical downstream catabolic mediator of the activin A‐ACVR2B axis in OA pathogenesis. a) GSEA (upper) and heatmap of ROS‐related genes (lower) altered following Ad‐activin A infection in chondrocytes. b) Intracellular ROS levels in postnatal chondrocytes of activin A Tg (red line) and WT littermate (black line) mice. c) Intracellular ROS levels in chondrocytes infected with 800 MOI of Ad‐C (black line), Ad‐activin A (blue line), or Ad‐Nox4 (red line). d) Intracellular ROS levels of chondrocytes infected with Ad‐C (orange line) or Ad‐activin A (blue line) in the presence of diphenyleneiodonium (green line) or Nox4 siRNA (yellow line). Quantification of ROS fluorescence intensity (b,c,d; right; *n* = 5). e–g) DMM‐operated activin A Tg:Nox4 KO mice were analyzed. Shown are Safranin‐O staining images of joint sections (e; *n* = 10), the elastic modulus of cartilage determined by bioindentation (f; *n* = 5), 3D µCT images (g; left), and the trabecular bone thickness distribution (g; right; *n* = 5). h) Computational docking models for ACVR2B (cyan) and NOX4 (olive). Pink: ACVR2B transmembrane domain. Green: NOX4 binding sites (*lower*). i) Chondrocytes were transfected with WT ACVR2B or muACVR2B. Cell lysates were subjected to immunoprecipitation (IP) with FLAG (*n* = 3). Yellow dotted lines indicate tidemarks (e). Values are presented as mean ± SD and were analyzed using two‐tailed *t*‐test (b), one‐way ANOVA with Bonferroni's post‐hoc test (c,d), or Kruskal‐Wallis test followed by Mann‐Whitney U test (e,f). **p < 0.01; ***p < 0.001. Scale bar: 100 µm.

### 2.5 ACVR1B and AP‐1 Are Required to Complete the ACVR2B Assembly and Thereby Accelerate OA

Once activin A binds to ACVR2B, the latter should recruit a type I receptor (ACVR1A, ACVR1B, ACVR1C, BMPR1A, or BMPR1B) to trigger kinase activity for Smad signaling.^[^ ^37^, ^38^ ^]^ Here, we found that pSmad2/3, but not pSmad1/5 or non‐Smad signaling, is involved in the activin A‐ACVR2B‐Nox4 axis and subsequent OA pathogenesis (Figure S8a–e, Supporting Information). Furthermore, Activin A Tg and activin A Tg:Nox4^+/−^ heterozygous chondrocytes showed Smad2/3phosphorylation increased relative to controls, whereas activin A Tg:Nox4 KO^−/−^ and Nox4 null chondrocytes exhibited reduced Smad2/3 phosphorylation (Figure S8f, Supporting Information). These data are exactly concordant with our in vitro data; together, they collectively suggest that Nox4 could amplify Smad2/3 phosphorylation in the activin A‐ACVR2B‐Nox4 axis. Based on the well‐known functions of BMPs in chondrogenesis,^[^ ^39^ ^]^ we speculated that BMP‐Smad1/5/9 signaling could also be upregulated to contribute to the OA phenotype. To check whether BMPs function through ACVR2B in chondrocytes, we performed in vitro analysis with rBMP2, 4, and 7‐treated chondrocytes in the absence or presence of ACVR2B siRNA. We found that BMP2, 4, and 7 failed to regulate catabolic factor expression (Figure S8g, Supporting Information).

To next clearly characterize the involvement of type I receptors in activin A‐induced catabolic factor expression, we performed siRNA analysis of all type I receptors. The results indicated that activin A regulates catabolic factor expression through Smad2/3 phosphorylation via ACVR1B, but not the other type I receptors (**Figure** **5**a,b). We additionally used two docking programs, AlphaFold2 and ClusPro, and the results demonstrated that Nox4 could bind to the C‐terminus‐proximal residues, 150N and R154, of ACVR1B in the ACVR2B‐ACVR1B heterodimer (Figure 5c) Moreover, when endogenous Nox4 was overexpressed in chondrocytes through IL‐1*β* treatment or Ad‐activin A infection, co‐IP analysis showed that the endogenous Nox4 directly interacted with the endogenous ACVR2B‐ACVR1B heterodimer (Figure 5d). These results indicate that Nox4 modulates the activin A‐ACVR2B/ACVR1B axis and contributes to Smad2/3 signaling‐mediated catabolic factor expression.

**Figure 5:**
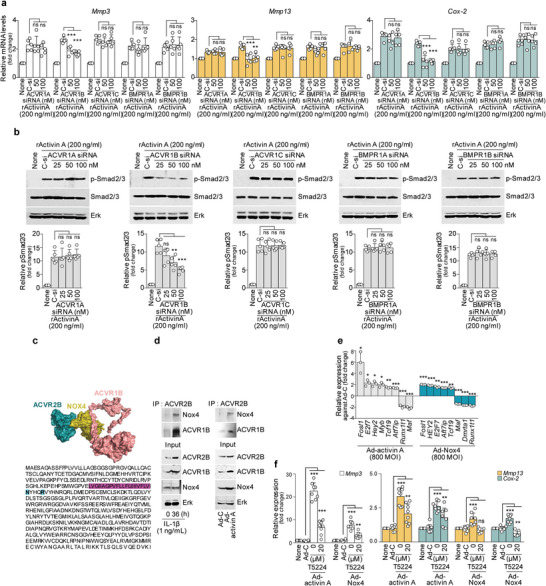
ACVR1B and AP‐1 are required to complete the ACVR2B assembly and thereby accelerate OA. a,b) Chondrocytes were treated with rActivin A (200 ng mL^−1^) in the absence or presence of 100 × 10^−9^ m of control siRNA (C‐si) or 50 × 10^−9^ m to 100 × 10^−9^ m of siRNA against type I receptors (ACVR1A, ACVR1B, ACVR1C, BMPR1A, or BMPR1B; *n* = 5). a) Relative mRNA levels of the indicated molecules, as assessed by qRT‐PCR analysis. b) Representative Western blot images (upper) and relative protein intensity levels (lower) of p‐Smad2/3 in type I receptor‐knockdown chondrocytes treated with rActivin A. c) Computational docking models for ACVR2B (cyan), ACVR1B (pink), and NOX4 (olive) (upper). Purple: ACVR1B transmembrane domain. Green: NOX4 binding sites (lower). d) Interaction of endogenous ACVR2B and ACVR1B heterodimers with endogenous Nox4 in IL‐1*β*‐treated or Ad‐activin A‐infected chondrocytes (*n* = 3). e) Profiling of activin A‐ or Nox4‐induced transcription factors. List of the highest‐ and lowest‐expressed transcription factors in Ad‐activin A‐ or Ad‐Nox4‐infected chondrocytes. Ad‐C‐infected chondrocytes were used as controls. f) Chondrocytes were infected with Ad‐C, Ad‐activin A, or Ad‐Nox4 in the presence of 20 × 10^−6^ m of T5224 for 24 h. Representative qRT‐PCR analysis results for the indicated molecules (*n* = 8). Values are presented as means ± SD and were assessed using one‐way ANOVA with Bonferroni's post‐hoc test (a,b,f) and two‐tailed *t*‐test (e). *p < 0.05; **p < 0.01; ***p < 0.001, ns; not significant.

We next searched for target transcription factor(s) of the activin A‐ACVR2B‐Nox4 axis by screening a transcription factor IPA library in primary‐culture mouse chondrocytes infected with Ad‐C, Ad‐activin A, or Ad‐Nox4. Among the examined transcription factors, overexpression of activin A or NOX4 most highly upregulated Fosl1 (Fos‐related antigen 1, also known as Fos‐like 1 and encoded by Fosl1), compared to the level seen in Ad‐C‐infected chondrocytes (Figure 5e). 

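Of 546 measured transcription factors and co-regulators of a list written without the IPA library, which the paper does not give, 43 were higher with Ad-activin A and 25 were lower (63 higher and 33 lower when adjusted over the list alone). The only named probe set of Fosl1 is shared with another gene, so no value of Fosl1 is given, and Fosl1 has no place in the ranking. Arrays of Ad-Nox4-infected chondrocytes were not analysed here. The orphan nuclear receptor gene Nr4a2 had the largest rise among the measured factors, with a log2 fold change of 2.02 (standard error 0.22, adjusted p = 0.0061 from limma). Etv1 rose by 1.59, Cebpb, a factor of the acute phase response, by 1.39 and Runx1 by 1.34. Epas1, which encodes HIF-2α, rose by 1.24 (standard error 0.24, adjusted p = 0.0334). Of the other factors shown in Figure 5e, E2f7 rose by 1.16, Hey2 rose by 1.06, Runx1t1 fell by 0.91 and Maf fell by 1.09. Myb had a log2 fold change of 0.94 (adjusted p = 0.0757), Tcf19 of 0.58 (adjusted p = 0.0524) and Atf7ip of 0.48 (adjusted p = 0.0807), and none of these passed. Among the AP-1 subunits with a value, Junb rose by 1.11, Fosl2 by 0.78 and Fos by 0.78. Jun had a log2 fold change of 0.63, Fosb of 0.31 and Jund of -0.34, and these did not pass. The largest fall was that of Sox8, with a log2 fold change of -1.93 (standard error 0.16, adjusted p = 0.00271). Sox9, the master regulator of chondrocytes, fell by 1.37, and its partner Sox6 fell by 1.17.

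**Figure D4:**
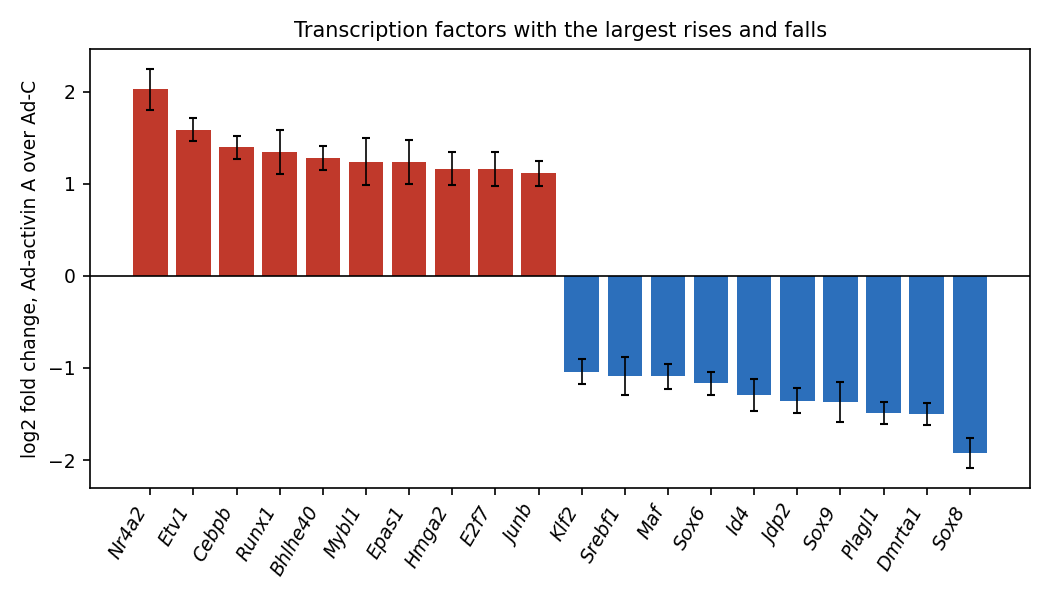
Log2 fold change of Ad-activin A over Ad-C for the 10 transcription factors with the largest rises and the 10 with the largest falls among those with an adjusted p under 0.05. Bars are the differences of the means of 2 arrays per group, and error bars are the standard errors from limma. Nr4a2 stands highest at 2.02 and Sox8 lowest at -1.93, and Fosl1 is not among the genes drawn because it has no value here.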

Fosl1 is an AP‐1 transcription factor subunit known to activate the Smad signaling pathway.^[^ ^40^ ^]^ Fosl1, Fosl2, Fos, FosB, cJun, JunB, and JunD can multimerize to form the AP‐1 transcription factor complex.^[^ ^41^ ^]^ qRT‐PCR demonstrated that most subunits of AP‐1 were upregulated by overexpression of activin A or Nox4, compared to the corresponding controls (Figure S9a, Supporting Information). T5224 is known as an AP‐1 inhibitor.^[^ ^42^ ^]^ We compared chondrocytes treated with Ad‐activin A or Ad‐Nox4 infection with or without 20 × 10^−6^ m of T5224, and those treated with Ad‐C infection versus Ad‐activin A or Ad‐Nox4 infection with or without 20 × 10^−6^ m of T5224. The results were statically analyzed using one‐way ANOVA with Bonferroni's post‐hoc test. The data collectively suggested that the AP‐1 inhibitor, T5224, significantly attenuated the upregulations of MMP3, MMP13, and COX‐2 in Ad‐activin A‐ or Ad‐Nox4‐infected chondrocytes (Figure 5f). HIF‐2*α*, which is a master transcriptional regulator in OA pathogenesis,^[^ ^31^ ^]^ contains an AP‐1 binding site in its promoter (Figure S9b, Supporting Information). Interestingly, rActivin A treatment and Ad‐activin A infection of chondrocytes increased HIF‐2*α* expression and activity, whereas an AP‐1 inhibitor blocked HIF‐2*α* expression in our system (Figure S9c, Supporting Information). Based on these findings, we propose that AP‐1, which is regulated by the activin A‐ACVR2B‐Nox4 axis, can modulate catabolic factor expression via regulating HIF‐2*α* in OA development. Our findings together reveal that the Fosl1‐mediated AP‐1 transcription factor can mediate the HIF‐2*α* regulated catabolic action of the activin A‐ ACVR2B ‐Nox4 axis and appears to mediate completion/activation of the ACVR2B assembly through Smad2/3 signaling via ACVR1B in OA pathogenesis.

### 2.6 Trapping of the ACVR2B Ligand, Activin A, Abrogates OA Pathogenesis via Competitively Disrupting the ACVR2B–Activin A Interaction

Type II receptors are required for ligand binding, and soluble ACVR2B (sACVR2B‐Fc) is known to trap ligands of ACVR2B and block its downstream activation by competitively disrupting the receptor‐ligand interaction.^[^ ^37^, ^38^, ^43^ ^]^ A previous SPR‐based binding assay suggested that ACVR2B binds activin A with higher affinity than seen for another of its ligands.^[^ ^44^ ^]^ To explore the feasibility of targeting ACVR2B for OA therapy, we performed IA injection of sACVR2B‐Fc in various OA mouse models. We found that weekly IA injections of sACVR2B‐Fc over a period of 7 weeks significantly abrogated DMM‐induced osteoarthritic cartilage destruction (**Figure** **6**a,b). Since OA in patients is largely related to metabolic factors, and metabolic changes induced by high‐fat diet (HFD) could contribute to OA,^[^ ^45^ ^]^ we assessed whether trapping a ligand of ACVR2B could protect against HFD‐induced OA in mice, as a representative metabolism‐related OA pathogenesis. Although HFD increased glucose and insulin tolerance in WT mice, HFD alone was not sufficient to induce OA cartilage destruction (Figure S10a–d, Supporting Information). However, a previous report suggested that HFD could accelerate the OA cartilage destruction induced by DMM surgery.^[^ ^45^ ^]^ We tested whether sACVR2B‐Fc could protect against this HFD‐induced OA pathogenesis and found that, indeed, sACVR2B‐Fc protected against OA cartilage destruction in this metabolic‐OA‐mimicking condition (Figure 6c,d). Taken together, these results show that trapping a ligand of ACVR2B could be a useful strategy for blocking ACVR2B assembly activation in OA pathogeneses.

**Figure 6:**
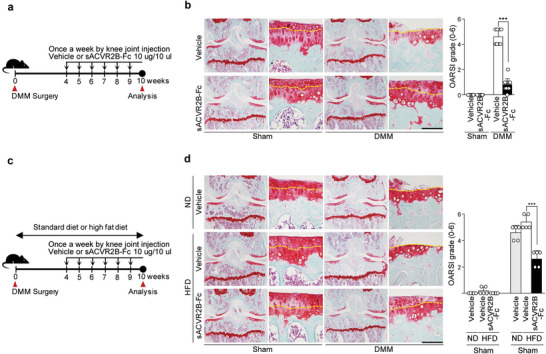
Trapping activin receptor IIB (ACVR2B) ligands attenuates OA and metabolic OA pathogeneses. a,b) Sham‐ or DMM‐operated WT mice were IA injected with PBS as a vehicle or sACVR2B‐Fc (10 µg in a total volume of 10 µL) to block interactions between ACVR2B and its ligands, and sacrificed at 10 weeks after the surgery (*n* = 10). a) Schematic of the experimental procedure used for vehicle or sACVR2B‐Fc knee‐joint injection prior to DMM surgery. b) Representative Safranin‐O staining images of joint sections (left) and scoring of OARSI grade (right). c,d) HFD‐fed sham‐ or DMM‐operated WT mice were sacrificed at the indicated days after surgery (*n* = 5). c) Schematic showing the experimental procedure for a vehicle or sACVR2B‐Fc knee‐joint injection in HFD‐fed mice induced with DMM surgery. d) Representative Safranin‐O staining images of cartilage sections (left) and scoring of OARSI grade (right). Tidemarks are indicated by yellow dotted lines (b,d). Values are presented as means ± SD and were assessed using the Kruskal‐Wallis test followed by Mann‐Whitney U test (b,d; right). *p < 0.05; **p < 0.01; ***p < 0.001, ns; not significant. Scale bar: 100 µm.

## 3 Discussion

The binding of diverse pathogenic ligands (e.g., proinflammatory cytokines and growth factors) to their specific receptors induces catabolic factor expression in chondrocytes and causes cartilage degradation, eventually promoting OA progression. Cell surface receptors, their ligands, and downstream mediators have been shown to form pathogenic receptor assemblies. Such assemblies have been the focus of significant research efforts aimed at alleviating disease by blocking signals through receptor antagonists or trapping ligands.^[^ ^46^, ^47^ ^]^ For example, IL‐1Ra or monoclonal antibodies against IL‐1*β* were investigated in clinical trials for their ability to inhibit the key OA‐causing cytokine, IL‐1*β*. This treatment was found to inhibit IL‐1 activity and improve OA symptoms within days, but there was no difference in symptoms and an insufficient difference in clinical parameters compared to those of the control group at 1‐month post‐treatment.^[^ ^48^, ^49^ ^]^ Although various clinical trials have been conducted, few drugs are available to inhibit IL‐1 in cartilage, and the molecular mechanisms involved in receptor‐related OA pathogenic processes are still unclear. Here, we report the first in silico identification of ACVR2B as an OA pathogenic frontline receptor. We reveal that in vivo osteoarthritic pathogenic conditions upregulate the expression of ACVR2B, but not other type II receptors (ACVR2A and BMPR2). Although BMPRs share the ACVR2B signaling pathway,^[^ ^50^ ^]^ we demonstrate that BMP2, 4, and 7 fail to regulate catabolic factor expression with or without ACVR2B. We further show that depletion of ACVR2B by IA injection of Ad‐ACVR2B shRNA inhibits the expression levels of MMP3, MMP13, and COX‐2. These results clearly support the idea that the expression and activation of ACVR2B are closely related to OA pathogenesis. To further explore this concept, we identified the pathogenic ligands of ACVR2B in OA pathogenesis. Among the ligands of ACVR2B, GDF5 and 11 play roles in skeletal development and GDF8 enhances bone repair and regeneration.^[^ ^51^, ^52^, ^53^ ^]^ GDF5 is also known to be involved in chondrogenesis and cartilage regeneration.^[^ ^51^, ^54^ ^]^ We herein found that GDF5 induces anabolic factor expression, activin A regulates catabolic factor expression, and GDF8 and 11 do not affect anabolic or catabolic factor expression in our system. GDF5 did not share ACVR2B in its function of inducing anabolic factor expression, suggesting that it may bind to another receptor.^[^ ^55^ ^]^ Furthermore, the expression of activin A is increased by activin A, but not other ACVR2B ligands, and our GSEA demonstrated that an activin A‐specific gene signature contains genes that contribute to regulating the expression of catabolic factors in OA development but not chondrogenesis. The results of our in vitro experiments strongly suggest that activin A is specifically increased under OA pathogenic conditions and regulates the expression of catabolic factors, such as MMP3, MMP13, and COX‐2, through ACVR2B. Consistent with our in vitro results, our in vivo experiments revealed that activin A Tg mice experience enhanced osteoarthritic cartilage destruction via MMP3, MMP13, and COX‐2, whereas heterozygous activin A KO mice show blockade of OA development. Taken together, these findings indicate that activin A functions as a unique ACVR2B ligand and plays important roles in accelerating OA pathogenesis through catabolic factor expression.

We further characterized the downstream mechanism(s) through which the activin A‐ACVR2B axis mediates OA pathogenesis. From among the various OA pathogenic biochemical pathways, in silico and biochemical analyses revealed that activin A is strongly related to ROS production in Ad‐activin A‐infected chondrocytes. Endogenous ROS is generated through the NAD(P)H oxidase (NOX) system, and ROS overproduction regulates extracellular matrix degradation through catabolic factor expression.^[^ ^33^ ^]^ Interestingly, NOX4, which is a major modulator of ROS, is the most highly expressed NOX isoform during the development of OA.^[^ ^35^ ^]^ Since the expression patterns of activin A, ACVR2B, and NOX4 in human OA cartilage are essentially similar to those in OA cartilage of mice, the present study serves as a critical starting point for understanding ACVR2B‐mediated OA pathogenesis.

Of the various ROS production‐related genes, we found that Nox4 was highly upregulated in activin A‐overexpressed chondrocytes and activin A Tg mice, whereas knockdown or knockout of Nox4 inhibited activin A‐induced ROS production. Moreover, the overexpression of Nox4 upregulated MMP3, MMP13, and COX‐2 in chondrocytes and Nox4 KO mice exhibited decreased osteoarthritic cartilage destruction. Interestingly, NOX4 consists of six TM domains: Its N‐ and C‐terminal moieties both face the cytosol,^[^ ^36^ ^]^ and its C‐terminus was predicted to interact with a C‐terminal binding site on ACVR2B. Our protein structural homology modeling and immunoprecipitation assays also revealed that the C‐terminal sequence of ACVR2B directly interacts with Nox4. Moreover, we found that DMM‐operated activin A Tg:Nox4 KO mice were protected against osteoarthritic cartilage destruction.

We next characterized the signaling pathway triggered by the activin A‐ACVR2B‐Nox4 axis in chondrocytes. Once activin A binds ACVR2B, this axis should recruit a type I receptor (ACVR1A, ACVR1B, ACVR1C, BMPR1A, or BMPR1B), which is essential for Smad signaling activation.^[^ ^26^, ^56^ ^]^ Interestingly, *ACVR1B^−/−^* mice do not survive beyond embryonic day 9.5 because the egg cylinder undergoes developmental arrest before gastrulation.^[^ ^57^ ^]^ However, pSmad2/3 expression was reportedly decreased in the skin epidermis and hair follicle epithelia of adult ACVR1B ^flox/flox^; K14‐Cre knockout (KO) mice.^[^ ^58^ ^]^ The Smad signaling pattern of these conditional ACVR1B KO mice was an exact match for that previously reported in a study of in vitro ACVR1B‐dependent Smad signaling.^[^ ^59^ ^]^

Although SB431542 and LDN193189 are known as inhibitors of ACVR1B and ACVR1, respectively, SB431542 also inhibit ALK4, 5, and 7^[^ ^60^ ^]^ and LDN193189 potently inhibits ALK1, 2, 3, and 6.^[^ ^61^ ^]^ Thus, it would be difficult to use these inhibitors to clearly characterize the type I receptors in OA pathogenesis. To more specifically characterize the involvement of ACVR1B in catabolic factor expression, we performed experiments using siRNA against the type I receptors, ACVR1A, ACVR1B, ACVR1C, BMPR1A, and BMPR1B. Our results showed that activin A regulates catabolic factor expression through Smad2/3 phosphorylation via ACVR1B, but not the other type I receptors.

Our co‐IP and in silico structure modeling analyses further demonstrated direct interactions of activin A‐ACVR2B‐Nox4 in vitro. Previous reports suggested that an interaction of the Smad2/3 complex with AP‐1 could regulate target gene expression in the nucleus.^[^ ^40^ ^]^ Here, we sought to define a transcription factor related to the activin A‐mediated stimulation of articular chondrocytes. Among the examined transcription factors, overexpression of activin A or Nox4 most highly upregulated the AP‐1 transcription factor complex component, Fosl1. rActivin A treatment or Ad‐activin A infection increased the expression and activity of HIF‐2*α*, which has an AP‐1 binding site in its promoter. Conversely, an AP‐1 inhibitor blocked HIF‐2*α* expression in chondrocytes. These findings suggest that AP‐1‐induced HIF‐2*α* and ACVR1B are required to complete the ACVR2B assembly for inducing OA through the Smad2/3 signaling pathway. Although blockade of the ability of the Fosl1‐mediated AP‐1 complex to regulate HIF‐2*α* was found to inhibit catabolic factor expression in our system, pathogenic ligands are generally considered to be better targets for the therapeutic blockade, compared to transcription factors. We thus propose a new therapeutic paradigm for directly trapping ACVR2B ligands with sACVR2B‐Fc to address OA pathogenesis. ACVR2A‐Fc, which has been tried in clinical trials, should mitigate the progression of OA because it could have a ligand specificity similar to that of ACVR2B‐Fc.^[^ ^62^ ^]^ However, we herein demonstrate that ACVR2A is not expressed or involved in OA progression, and a previous report suggested that ACVR2B can bind activin A with a higher affinity than shown for another of its ligands.^[^ ^44^ ^]^ Indeed, GDF5, 8, 11, which are known as ligands of ACVR2A and ACVR2B,^[^ ^63^ ^]^ did not regulate catabolic factor expression or appear to be involved in OA progression. These data collectively suggested that it may be difficult to use sACVR2A‐Fc in treating OA. Furthermore, our data indicate that trapping activin A as an ACVR2B ligand can protect against DMM and metabolic‐induced OA pathogeneses. From our collective findings, we conclude that the pathogenic ACVR2B assembly could affect various types of arthritis pathogenesis. The blockade of ACVR2B or its ligands may be a useful strategy for disrupting the completed ACVR2B assembly, offering opportunities to understand the mechanisms of and develop new therapeutic approaches against OA.

## 4 Experimental Section

### Human OA Cartilage and Experimental OA in Mice

Human OA cartilage was sourced from individuals undergoing arthroplasty (Table S3, Supporting Information). All patients provided written informed consent, and the collection was approved (UC14CNSI0150). All animal experiments were ethically approved by the Animal Care and Use Committee of Ajou University School of Medicine (IACUC 2016‐0041). To perform mouse experiment and estimate to calculate in vivo experiments, previous publications were followed.^[^ ^31^, ^64^ ^]^ C57BL/6J mice were used for the experimental OA studies. C57BL/6J‐background activin A heterozygous KO mice (*Inhba* ^+/−^) and homozygous Nox4 KO mice (*Nox4* ^−/−^) were purchased from Jackson Laboratory. Because *Inhba* ^−/−^ mice are embryonic lethal,^[^ ^32^ ^]^ *Inhba* ^+/−^ mice were used for the experimental OA study. Cartilage‐specific activin A Tg mice (Col2a1‐*Inhba*) were generated using the Col2a1 promoter and enhancer (Macrogen, Seoul, Korea), as described previously.^[^ ^31^ ^]^ Spontaneous cartilage‐specific activin A Tg mice were used for histopathological analysis at 18 months of age. Experimental OA was induced in 12 week old male mice by DMM surgery. Mice were treated as indicated and subjected to histological and biochemical analyses. For the metabolism‐related OA mouse model, the high‐fat diet (HFD) model^[^ ^45^ ^]^ was used in which 10‐week‐old mice were fed either a normal chow diet (ND) or HFD. DMM surgery was performed in the same week mice were first exposed to the ND or HFD. Mice were treated as indicated and subjected to histological and biochemical analyses.

### Intraarticular (IA) Injection in Mice

Adenoviruses encoding control shRNA (Ad‐shC) or shRNA against ACVR2B (Ad‐shACVR2B) were purchased from Vector Biolabs (Malvern, PA, USA) and IA was injected into mouse knee joints as described previously.^[^ ^64^ ^]^ After the onset of DMM‐induced OA, Ad‐shACVR2B was administrated once per week via IA injection. sACVR2B‐Fc was purchased from Y Biologics (Daejeon, Korea) and injected into the knee joints of mice at 4 weeks after DMM surgery (10 µg in a total volume of 10 µL). Control mice received Fc‐control (10 µg in a total volume of 10 µL; Y Biologics).

### Histological and Immunohistochemical Analyses

Human OA cartilage was sectioned (10 µm thickness) and fixed in 4% paraformaldehyde. Cartilage sections were stained with Alcian blue to detect sulfate proteoglycans. Mouse knee joints were excised and fixed in 4% paraformaldehyde, decalcified for 2 weeks in 0.5 m EDTA, and embedded in paraffin. Paraffin blocks were serially sectioned (5 µm thickness), and the sections were deparaffinized in xylene, hydrated through graded ethanol solutions, and stained with Safranin‐O. Cartilage destruction was assessed by three observers who were blinded to the experimental grouping, and scored according to the OARSI grading system (grade 0–6). OARSI scores are presented as the mean maximum score for each mouse. Each representative Safranin‐O staining image was selected from the most advanced lesion among the serial sections. ACVR2B, activin A, MMP3, MMP13, COX‐2, pSmad1/5, pSmad2/3, Gdf5, Gdf8, and Gdf11 were detected by immunohistochemical staining of human and mouse cartilage sections with the following antibodies: anti‐MMP3 (Abcam, Cambridge, UK), anti‐MMP13 (Abcam, Cambridge, UK), anti‐activin A (Proteintech, Rosemont, IL, USA), anti‐ACVR2A (Santa Cruz Biotechnology, Dallas, Texas, USA), anti‐ACVR2B (Thermo Fisher Scientific, Waltham, MA, USA), anti‐pSmad1/5, anti‐pSmad2/3 (Cell Signaling Technology, Danvers, MA, USA), anti‐Gdf5 (Abcam, Cambridge, UK), anti‐Gdf8 (Proteintech, Rosemont, IL, USA), and anti‐Gdf11 (Thermo Fisher Scientific, Waltham, MA, USA). All signals were quantified using the ImageJ software v1.60.

### Microcomputed Tomography (µCT) Image Acquisition and Analysis

The samples were scanned using a SkyScan 1173 (Bruker, Kontich, Belgium) using the key scan parameters: applied source voltage, 90 kVp; applied source current, 88 µA; isotropic image voxel size, 10 µm; exposure, 500 ms; frame average, 4; number of projections, 659; rotation step, 0.3 degree; 180 degree scan. The bone mineral density phantom set was scanned under the same conditions used for the sample scans. After scanning, the acquired projection datasets were reconstructed in NRecon (Bruker, Kontich, Belgium) using an A1 1.0 mm filter and the key reconstruction parameters: ring artifact correction, 7; beam hardening correction, 40%; and attenuation coefficient dynamic range, 0–0.034. The reconstructed cross‐section sample datasets were reoriented in DataViewer (Bruker, Kontich, Belgium) for fine analysis, and the reoriented datasets were analyzed using CTAn (Bruker, Kontich, Belgium). A volume of interest (VOI) consisting of 100 slices starting from ≈0.5 mm proximal to the growth plate and spanning 1.6 mm in length was chosen for analysis. The VOI for the subchondral trabecular bone was contoured at a threshold corresponding to 30% of the maximum image gray scale; the entire load‐bearing VOI on the medial side^[^ ^65^, ^66^ ^]^ was used to calculate morphometric parameters, including the trabecular bone volume (BV/TV), trabecular thickness (Tb.Th), trabecular separation (Tb.Sp), trabecular number (Tb.N), cortical thickness (Ct.Th), and cortical tissue mineral density (Ct.TMD). The bone object was segmented by global thresholding (81‐255), not dynamic thresholding. The object mask was then refined by custom processing using the Despeckle plug‐in of BRUKER (Billerica, MA, USA). The Despeckle process (BRUKER, Billerica, MA, USA) may be similar to the low‐pass filtering process applied by the Scanco software (SCANCO Medical AG, Brüttisellen, Switzerland). After analysis, the visual output data for the 3D analyses of WT, Tg, KO, and DMM‐induced OA model mice were loaded to CTvox (Bruker, Kontich, Belgium) and processed for visual representation of the trabecular thickness distribution.

### Bioindentation

Bioindentation tests were performed with an Anton Paar Bioindenter (Anton Paar, Graz, Austria) as previously described^[^ ^67^ ^]^ using freshly dissected femoral condyle cartilage. The indentation was performed using a ruby ball indenter (200 µm). For each joint, at least three locations were tested on the load‐bearing region of the medial condyle to account for spatial heterogeneity. Fresh joint samples were kept in PBS (pH = 7.4) with protease inhibitors (Roche Holding AG, Basel, Swiss) at 4 °C for less than 24 h prior to testing. The effective indentation modulus (*E*_ind_) was calculated by fitting each force‐indentation depth‐loading curve with the Hertz model.

### Primary Cell Isolation, Culture, and Biochemical Treatments

Articular chondrocytes were isolated from cartilage tissues of 5 day old WT or activin A Tg mice. Each cartilage tissue sample was subjected to consecutive enzymatic digestions with proteinase and collagenase, as previously described.^[^ ^68^ ^]^ Adenoviruses expressing mouse activin A (Ad‐activin A) and Nox4 (Ad‐Nox4) and control empty adenoviruses (Ad‐C) were purchased from Vector Biolabs (Malvern, PA, USA). Chondrocytes were cultured for 2 d and infected with adenovirus for 2 h at the indicated multiplicity of infection (MOI).^[^ ^69^ ^]^ The postnatal chondrocytes from activin A Tg and WT littermates were grown for 24 h in serum‐free medium to 90% confluency. The supernatant medium was concentrated using Microsep Advance with 10K Omega (PALL, NY, USA) and treated as indicated. Chondrocytes were also treated with the indicated concentrations of recombinant IL‐1*β*, IL‐6, TNF‐*α*, IL‐17, IL‐21, GDF5, GDF8, GDF11, or activin A for the indicated periods. IL‐1*β*, IL‐6, TNF‐*α*, IL‐17, and IL‐21 were purchased from GenScript Biotech (Piscataway, NJ, USA). The following were purchased as indicated: Gdf5, Gdf8, Gdf11 (ProSpec, Rehovot, Israel), and activin A (R&D Systems, Minneapolis, MN, USA). Nontargeting (scrambled) siRNA (control) and siRNA specific to ACVR2A, ACVR2B, activin A, or Nox4 were purchased from Dharmacon (Lafayette, CO, USA). siRNA for ACVR1A, ACVR1B, ACVR1C, BMPR1A, and BMPR1B were purchased from Thermo Fisher Scientific (Waltham, MA, USA). Each siRNA was transfected into cells using RNAiMAX (Invitrogen, Waltham, MA, USA). Chondrocytes were transfected with siRNA for 6 h, and then adenoviruses were applied.

### Micromass Culture

Mesenchymal cells were isolated from the limb buds of E11.5 embryos and digested with trypsin and collagenase.^[^ ^70^, ^71^ ^]^ Cells (2 × 10^7^ cells mL^−1^) were spotted (15 µL per spot) on culture dishes for a 5 d induction of chondrogenesis. At 2 h post‐spotting, the dish was loaded with a medium containing 10 × 10^−3^ m *β*‐glycerophosphate (Sigma‐Aldrich, Saint Louis, Missouri, USA) and 50 µg mL^−1^ ascorbic acid (Sigma‐Aldrich, Saint Louis, Missouri, USA) for chondrogenic differentiation. To confirm that chondrogenesis was induced as intended, the expression patterns of Sox9, ColIIB, and aggrecan on day 1, 3, and 5 were monitored.^[^ ^72^ ^]^ To assess whether activin A could down‐ or up‐regulate chondrogenesis, mesenchymal cells with activin A (R&D Systems, Minneapolis, MN, USA) were treated on days 5 of micromass culture and examined the enrichment of ECM by Alcian blue staining. For Alcian blue staining, the cells were fixed with 4% paraformaldehyde for 10 min, stained with 1% Alcian blue solution for 30 min, and washed three times.

### Microarray Analysis, Ingenuity Pathway Analysis (IPA), and Gene Set Enrichment Analysis (GSEA)

To identify novel pathogenic receptors associated with OA pathogenesis, the GEO databases were used for human OA cartilage samples (GSE16464) and rat OA cartilage samples (GSE8077) and performed IPA (Qiagen, Venlo, Netherlands Hilden, Germany) and UniProtKB/Swiss‐Prot program‐based analyses. To screen for expression of ACVR2B ligands (GDF5, GDF8, GDF11, and activin A), microarray data were used from human OA cartilage (GSE16464), spontaneous OA cartilage of STR/ort mice, cartilage from CBA control mice (GSE33754), DMM‐induced OA cartilage (GSE26475), and IL‐1*β*‐treated human chondrocytes (GSE75181). Microarray analysis was also performed using chondrocytes infected with Ad‐activin A or Ad‐Nox4 or treated for 36 h with 200 ng mL^−1^ of recombinant GDF5, GDF8, GDF11, or activin A. Briefly, mouse articular chondrocytes were infected with 800 MOI of Ad‐activin A or empty virus (Ad‐C) for 36 h. Total RNA was isolated using the TRIzol reagent and analyzed using an Affymetrix GeneChip array (Affymetrix Mouse Gene 2.0 ST Array,  Santa Clara County, California, USA) and the Affymetrix protocol (Macrogen, Seoul, Korea). Microarray data were deposited in the Gene Expression Omnibus under accession codes GSE146271 (for activin A) and GSE146272 (for NOX4). The expression profiling results are available in a public repository of the NCBI SRA database (https://www.ncbi.nlm.nih.gov/sra) under the following accession numbers: GDF5 (SRR19347634), GDF8 (SRR19347633), GDF11 (SRR19347632), and activin A (SRR19347631). To identify genes associated with NOX4 and AP‐1, a list of genes differentially expressed in Ad‐activin A‐ or Ad‐Nox4‐infected chondrocytes was uploaded to the IPA software. Genes related to ROS production or transcriptional regulation were sorted, and analyzed gene profiles using GSEA and IPA. GSEA was carried out using the Broad Institute JAVA Desktop software (ver. 4.3) (www.broadinstitute.org/gsea),^[^ ^73^ ^]^ which applies nonparametric Kolmogorov‐Smirnov statistics to calculate whether the members of a given gene set show significant differences compared to the controls. The normalized enrichment score (NES) was determined by investigating 10 000 permutations. *p* < 0.05 was considered to signify statistically significant enrichment of a gene set. GSEA was performed using the ratio of class.

### Protein Structural Homology Modeling

The crystal structure of ACVR2B (accession ID: NP_001097.2, and PDB ID: 2QLU) was retrieved from the RCSB protein databank (https://www.rcsb.org). Homology‐based structural modeling of ACVR1B (accession ID: NP_0 04293.1) and NOX4 (accession ID: NP_05 8627.2) was performed using the SWISS‐MODEL web server (http://swissmodel.expasy.org) and AlphaFold2.^[^ ^74^, ^75^ ^]^ Computational docking simulations of ACVR1B, ACVR2B, and NOX4 were conducted with AlphaFold2 and ClusPro 2.0.^[^ ^75^, ^76^ ^]^ The graphical representation of docking structures was constructed using PyMOL (ver. 1.3; DeLano Scientific, Shirley, NY, USA).

### Collagenase Activity, PGE_2_ Assays, and Reporter Gene Assay

Chondrocytes were seeded to six‐well dishes (2 × 10^5^ cells per well) for 24 h and transfected with targeted or control siRNA. Cells were exposed to IL‐1*β* (1 ng mL^−1^) and incubated for an additional 24 h in Dulbecco's modified Eagle's medium (DMEM, Thermo Fisher Scientific, Waltham, MA, USA) without fetal bovine serum (FBS, Thermo Fisher Scientific, Waltham, MA, USA). The culture medium was collected and equal volumes were concentrated using Viva spin columns (Sartorius Stedim Biotech, Gottingen, Germany). Total collagenase activity in the concentrated samples was assayed using EnzChek Gelatinase/Collagenase Assay kits (Molecular Probes, Eugene, OR, USA). Collagenase activity was measured as a fluorescent signal using a VICTOR X3 microplate reader (PerkinElmer; Ex/Em = 495/515 nm). Production of PGE_2_ was assessed using a PGE_2_ immunoassay kit (R&D Systems, Minneapolis, MN, USA). Briefly, chondrocytes were seeded to six‐well plates (2 × 10^5^ cells per well), and the amounts of secreted and cellular PGE_2_ were quantified from total cell lysates by measuring absorbance at 560 nm. For reporter gene assays, the Hif‐2*α* reporter gene construct (GeneCopoeia, Rockville, MD, USA) was transfected into chondrocytes using LipofectAMINE Plus (Invitrogen, Waltham, MA, USA), as previously described.^[^ ^31^ ^]^ The transfected cells were cultured in complete medium for 24 h, and the Gaussia luciferase (GLuc) activity was determined using an assay kit (Abcam, Cambridge, UK) and normalized to the *β*‐galactosidase activity.

### RT‐PCR and qRT‐PCR

Total RNA was isolated from articular chondrocytes using the TRIzol reagent (Molecular Research Center, Cincinnati, OH, USA). cDNA was obtained by reverse transcription using ImProm‐II Reverse Transcriptase (Promega, Madison, WI, USA). WT, heterozygous activin A KO (*Inhba* ^+/−^), activin A Tg (Col2a1‐*Inhba*), and Nox4 KO (*Nox4* ^−/−^) mice were identified by polymerase chain reaction (PCR) of genomic DNA. The utilized PCR primers and experimental conditions are summarized in Table S4 (Supporting Information). PCR amplification was carried out using SYBR premix Ex Taq (TaKaRa Bio Inc., Shiga, Japan). For each target gene, the transcript levels were normalized to those of the GAPDH mRNA and expressed as the fold‐change relative to the indicated control.

### Immunoprecipitation and Western Blot Analysis

For immunoprecipitation, ACVR2B cDNA (NM_001106.4) was synthesized, and mutants of the putative Nox4 binding sites were generated using a site‐directed mutagenesis kit (iNtRON Biotech, Seongnam‐si, Korea) and subcloned into the p3XFLAG‐CMV‐7.1 plasmid (BioD, Gwangmyeong‐si, Korea). PolyJet (SignaGen Laboratories, Shandong Province, China) was used to transfect chondrocytes with control vector (p3XFLAG‐CMV‐7.1), p3XFLAG‐CMV‐7.1‐ACVR2B, or p3XFLAG‐CMV‐7.1‐muACVR2B (Mu1, with G373 changed to K373; Mu2, with G399 changed to K399; Mu3, with Q401 changed to K401; and Mu4, with G373, G399, and Q401 changed to K373, K399, and K401, respectively) for 36 h. Interaction of the endogenous ACVR2B‐ACVR1B heterodimer with Nox4 was assessed in IL‐1*β*‐treated or Ad‐activin A‐infected chondrocytes. Cellular proteins of each group were extracted with lysis buffer (150 × 10^−3^ m NaCl, 1% NP‐40, 50 × 10^−3^ m Tris, 0.2% sodium dodecyl sulfate (SDS), 5 × 10^−3^ m NaF) supplemented with a protease and phosphatase inhibitor cocktail (Roche Holding AG, Basel, Swiss). Proteins were incubated overnight at 4 °C with anti‐FLAG (Sigma‐Aldrich, St. Louis, MO, USA) or anti‐ACVR2B (Abcam, Cambridge, UK). The bound proteins were collected by incubation for 6 h at 4 °C with protein A/G plus beads (Roche Holding AG, Basel, Swiss), and washed with immunoprecipitation buffer. Precipitated proteins were separated by SDS‐PAGE and analyzed with antibodies against FLAG, ACVR1B, ACVR2B, or NOX4. For Western blotting, secreted MMP3 and MMP13 proteins were collected from a serum‐free conditioned medium by trichloroacetic acid (TCA) precipitation. Precipitated or cellular proteins were separated by SDS‐PAGE, transferred to a nitrocellulose membrane, and detected using anti‐ACVR2B (Thermo Fisher Scientific, Waltham, MA, USA), anti‐activin A (Santa Cruz Biotechnology, Dallas, TX, USA), anti‐Mmp3 (Abcam, Cambridge, UK), anti‐Mmp13 (Abcam, Cambridge, UK), anti‐Cox‐2 (Abcam, Cambridge, UK), anti‐Nox4 (ProteinTech Group, Rosemont, IL, USA), anti‐Erk1/2, pErk, Smad2/3, pSmad2/3, Smad1, pSmad1/5,p38, pp38, and ppJNK (Cell Signaling Technology, Beverly, MA). For the signaling pathway, the same membrane was stripped with Stripping Buffer (Thermo Fisher Scientific, Waltham, MA, USA). Protein bands were visualized using a SuperSignal West Dura kit (Thermo Fisher Scientific, Waltham, MA, USA). Band intensities were quantified by densitometric analysis (Alpha Ease FC 4.0; Alpha Innotech).

### Detection of ROS

For ROS analysis, chondrocytes isolated from postnatal WT and activin A Tg mice, infected with Ad‐activin A, Ad‐Nox4, or Ad‐C, or transfected with Nox4 siRNA and then infected with the indicated MOIs of Ad‐activin A were used. DPI (diphenyleneiodonium; Sigma‐Aldrich, St. Louis, MO, USA) was added 1 h prior to infection as a positive control. To detect intracellular ROS, chondrocytes were loaded with 20 × 10^−6^ m of 2’,7’‐dichlorofluorescin diacetate (DCF‐DA; Invitrogen, Waltham, MA, USA) and incubated for 30 min at 37 °C in the dark. After being washed and harvested, cells were immediately examined by flow cytometry using a FACS instrument (Miltenyi Biotec, Seoul, Korea) and analyzed with the FlowJo software (BD Bioscience, San Diego, CA, USA). Results are expressed as the mean fluorescence intensity. For oxidative stress analysis of mouse cartilage sections, immunohistochemical staining was performed with 8‐hydroxy‐2’‐deoxyguanosine (8‐OhdG; GTX41980, GeneTex, Irvine, CA, USA).

### Statistical Analysis

All experiments were performed independently at least five times (*n* = 5). Statistical comparisons were performed by first using the Shapiro‐Wilk test for normality or Levene's test for homogeneity of variance. For parametric data comparison, two groups were analyzed using the two‐tailed independent t‐test, while three or more groups were analyzed using one‐way analysis of variance (ANOVA) with Bonferroni's post‐hoc test. For non‐parametric data, two groups were analyzed using the Mann‐Whitney U test and multi‐groups were analyzed using Kruskal‐Wallis test or Friedman test followed by the Mann‐Whitney U test. Values are presented as mean ± SD, and a *p*‐value < 0.05 was considered statistically significant.

## Conflict of Interest

The authors declare no conflict of interest.

## Author Contributions

J.J. designed and conducted most of the in vitro and in vivo experiments and wrote the manuscript. H.L., S.E., and M.S.J. carried out computational analyses of microarrays, GEO, and protein structural homology modeling. S.J.K. obtained and evaluated human joint samples. C.C., K.W.K., and D.J.Y. conducted the µCT analysis. S.L., Y.S.B., W.I.C., and J. J. conducted experiments related to sACVR2B‐Fc, and Ad‐shAcvr2b injection analysis. S.E. (as co‐corresponding author) and S.Y. conceived, planned, and oversaw the study.

## Supporting information

Supporting Information

## Data Availability

The data that support the findings of this study are available in the supplementary material of this article.

# Supplementary material for: Blockade of Activin Receptor IIB Protects Arthritis Pathogenesis by Non‐Amplification of Activin A‐ACVR2B‐NOX4 Axis Pathway
**Source:** Adv Sci (Weinh). 2023 Mar 22;10(14):2205161. doi: 10.1002/advs.202205161
**Supplement:** Supplementary file 1 — Supporting Information

Supporting Information

for *Adv. Sci.*, DOI 10.1002/adv.202205161

Blockade of Activin Receptor IIB Protects Arthritis Pathogenesis by Non-Amplification of
Activin A-ACVR2B-NOX4 Axis Pathway

*Jimin Jeon, Hyemi Lee, Min-Seung Jeon, Seok-Jung Kim, Cham Choi, Ki Woo Kim, Dong Joo
Yang, Sangho Lee, Yong-Soo Bae, Won Il Choi, Juyeon Jung, Seong-il Eyun* and Siyoung Yang**

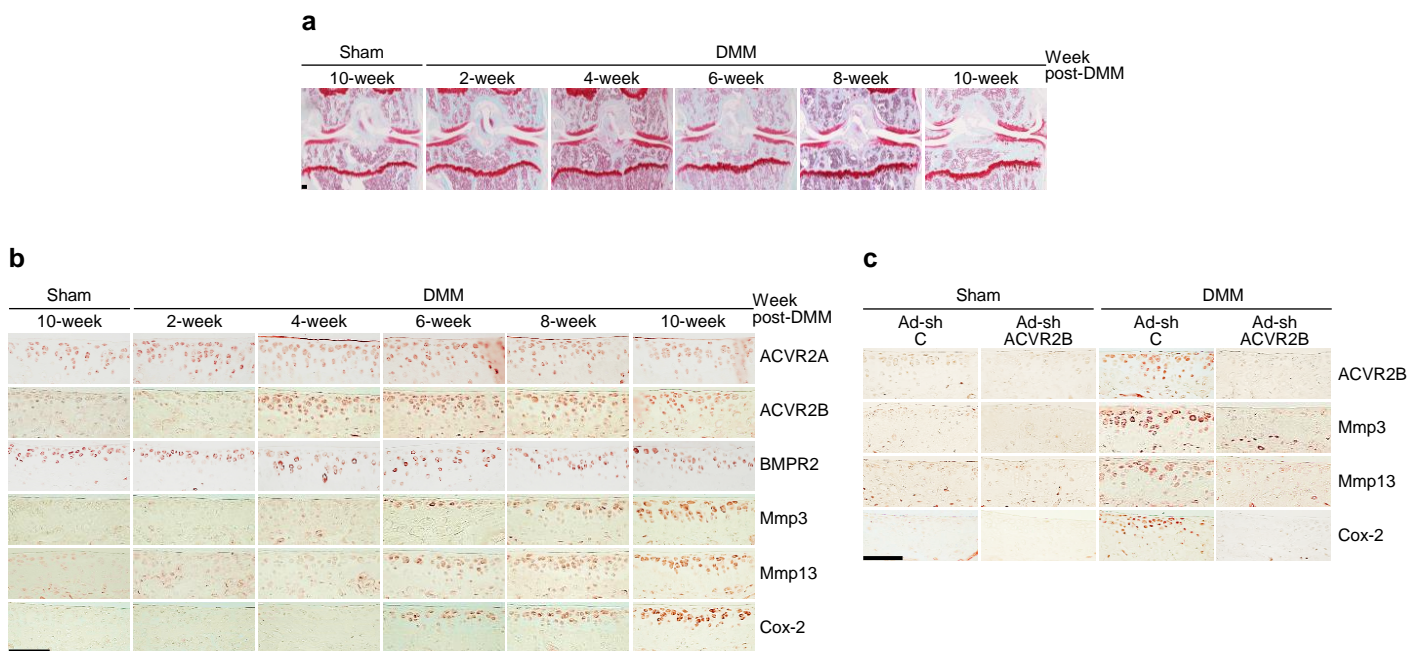

Figure S1. The expression levels and effects of ACVR2B in the OA mouse models. a,b) Operated mice were sacrificed at the indicated weeks after surgery ($n = 5$). Representative Safranin-O staining images of cartilage sections (a) and immunostaining images (b). c) Representative immunostaining images for ACVR2B, Mmp3, Mmp13, and Cox-2 in cartilage. Scale bar: 100 μ m.

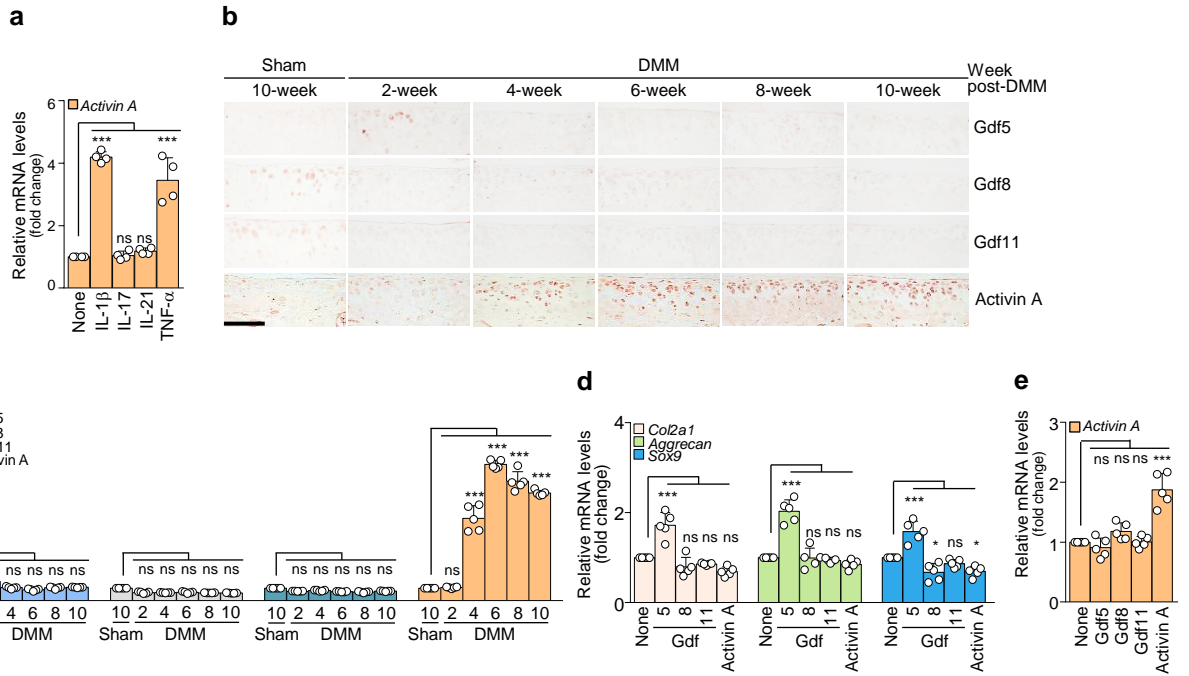

Figure S2. The expression levels of Gdf5, 8, 11, and activin A in OA pathogenesis. a) The relative mRNA levels of activin A were determined by qRT-PCR analysis ($n = 4$) in primary-culture mouse chondrocytes treated for 36 h with IL-1 β (1 ng/ml), IL-17 (50 ng/ml), IL-21 (100 ng/ml), or TNF- α (50 ng/ml). b,c) Representative immunostaining images (b) and immunostaining intensity (c) of DMM-operated mice sacrificed at the indicated weeks after surgery ($n = 5$). d) The relative mRNA levels of *Col2a1*, *aggrecan*, and *Sox9* were determined by qRT-PCR analysis ($n = 5$) in chondrocytes treated with rGdf5 (200 ng/ml), rGdf8 (200 ng/ml), rGdf11 (200 ng/ml), or rActivin A (200 ng/ml). e) Activin A expression was determined by qRT-PCR analysis of chondrocytes treated with Gdf5, 8, 11, or activin A ($n = 5$). Values are presented as means $\pm$ SD and were assessed using one-way ANOVA with Bonferroni's *post-hoc* test (a,c,d,e). * $p < 0.05$; ** $p < 0.01$; *** $p < 0.001$, ns; not significant. Scale bar: 100 μ m.

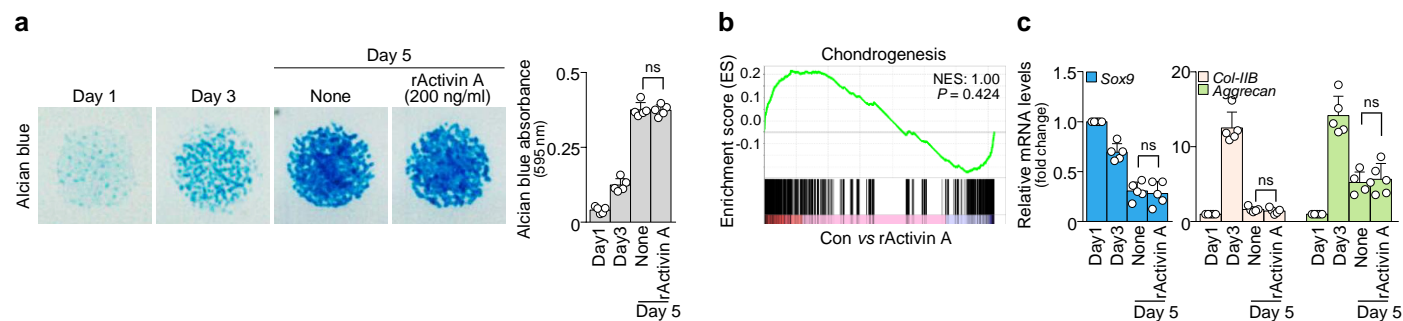

Figure S3. Activin A does not affect chondrogenesis. a) Representative Alcian blue staining images (*left*) and absorbances (*right*). Accumulation of sulfated proteoglycans was determined by Alcian blue staining ($n = 5$). b) GSEA of chondrogenesis in chondrocytes treated with 200 ng/ml of recombinant activin A. Normalized enrichment score (NES) and nominal p-value are indicated. c) qRT-PCR results of the indicated molecules in mesenchymal cells treated with activin A on 5 day of micromass culture ($n = 5$). Values are presented as means $\pm$ SD and were assessed using two-tailed t -test (a,c). ns, not significant.

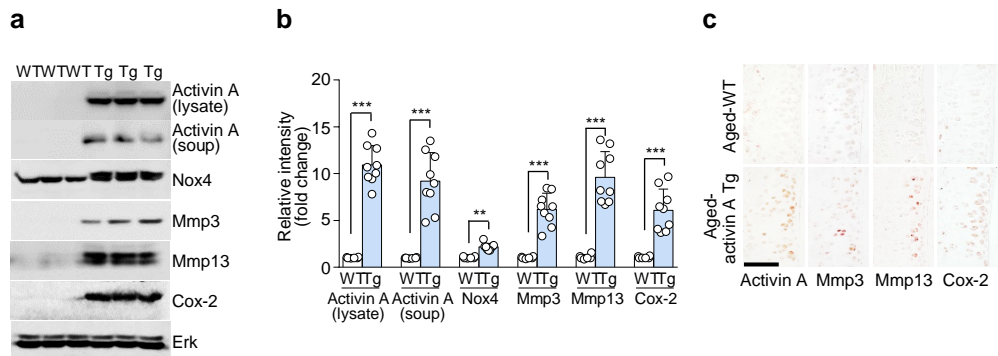

Figure S4. Cartilage-specific activin A Tg mice exhibit induced catabolic factor expression. a,b) Representative Western blot images (a) and relative protein intensity levels (b) of the indicated molecules in primary-culture chondrocytes of littermate activin A Tg mice ($n = 9$) and WT mice ($n = 5$). c) Immunostaining images of the indicated molecules in cartilage sections of 18-month-old activin A Tg mice. Values are presented as means $\pm$ SD and were assessed using two-tailed t -test (b). ** $p < 0.01$; *** $p < 0.001$. Scale bar: 100 μ m.

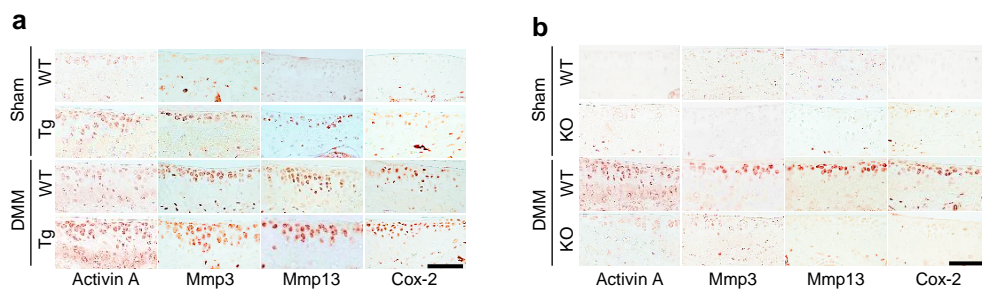

Figure S5. Activin A regulates catabolic factor expression. a) Representative immunostaining images of the indicated molecules in cartilage of sham- or DMM-operated WT and activin A Tg mice ($n = 10$). b) Representative immunostaining images of the indicated molecules in cartilage of sham- or DMM-operated WT and KO mice ($n = 10$). Scale bar: 100 μm .

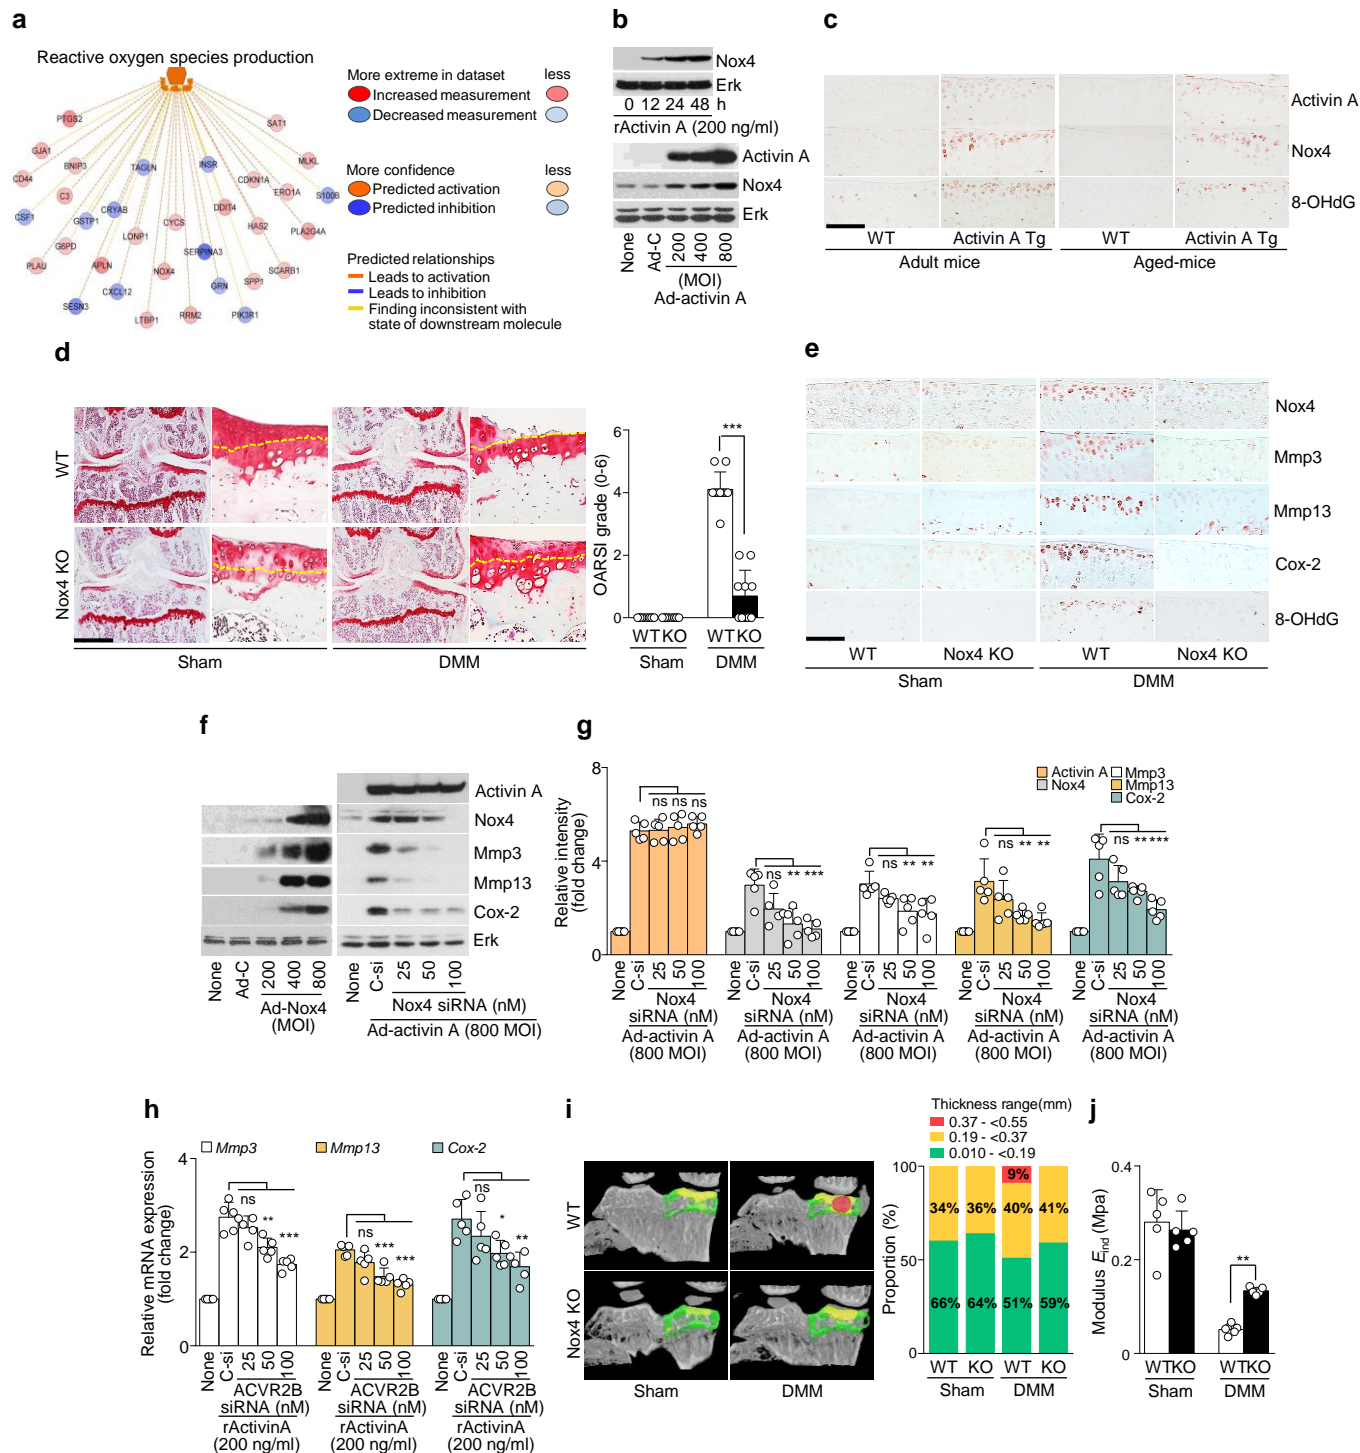

Figure S6. Activin A regulates ROS production through the Nox4 pathway in chondrocytes. a) IPA results of ROS-related genes in chondrocytes infected with 800 MOI of Ad-C or Ad-activin A for 36 h. b) Representative Western blot images of the indicated molecules in chondrocytes treated with recombinant activin A (rActivin A) for 48 h or infected with Ad-C (800 MOI) or Ad-activin A for 36 h (n = 5). c) Representative immunostaining images of the indicated molecules in cartilage sections obtained from activin A Tg littermate mice at 10 weeks old (left) and 18 months old (right). d) Representative Safranin-O staining images (left; yellow dotted lines indicate tidemarks) and scoring of OARSI grade (right) (n = 10). e) Immunostaining images of the indicated molecules in cartilage of DMM-induced WT and Nox4 KO mice. f,g) Representative Western blot images (f) and relative protein intensity levels (g) of the indicated molecules in chondrocytes. The chondrocytes were infected with the indicated MOI of Ad-Nox4, Ad-activin A, or Ad-C (800 MOI) for 36 h in the absence or presence of 100 nM of control siRNA (C-si) or the indicated concentrations of Nox4 siRNA (n = 5). h) Expression levels of *Mmp3*, *Mmp13*, and *Cox-2* in rActivin A-treated chondrocytes further treated with the indicated concentrations of ACVR2B siRNA (n = 5). i) Representative reconstructed 3D μ CT images of posttraumatic OA-induced WT and Nox4 KO mice (left) and stacked-bar plot showing the trabecular bone thickness distribution in the indicated samples (right) (n = 5). j) The elastic modulus of cartilage, as measured by bioindentation (n = 5). Values are presented as means $\pm$ SD and were assessed using Kruskal-Wallis test followed by Mann-Whitney U test (d,j), or one way ANOVA with Bonferroni's *post-hoc* test (g,h). * $p < 0.05$; ** $p < 0.01$; *** $p < 0.001$; ns, not significant. Scale bar: 100 μ m.

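Figure S6a shows 33 genes that IPA related to ROS, and 30 of them had a value on the arrays. C3, G6pdx and Spp1 were not analysed here. Of the 22 genes shown as higher with Ad-activin A, 19 had a value, and all 19 had a positive log2 fold change, from 0.04 to 3.52. Of these, 11 were called higher by limma and 8 did not pass the test. Ptgs2 stood first, followed by the adipokine gene Apln at 1.98 and by Pla2g4a, which encodes the cytosolic phospholipase that releases arachidonic acid, at 1.92. Mlkl, the effector of necroptosis, rose by 1.44 and the connexin gene Gja1 by 1.34. Has2 had a log2 fold change of 0.06 and Cycs of 0.04, and neither passed. Of the 11 genes shown as lower, 5 were called lower and 6 did not pass. The chaperone gene Cryab fell by 1.83, the chemokine gene Cxcl12 by 1.28 and S100b by 1.22. Gstp1, Grn and Pik3r1 had log2 fold changes of 0.22, 0.18 and 0.13, and none of these passed. The genes were chosen by the study on these arrays, so the counts are not independent evidence of a direction.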

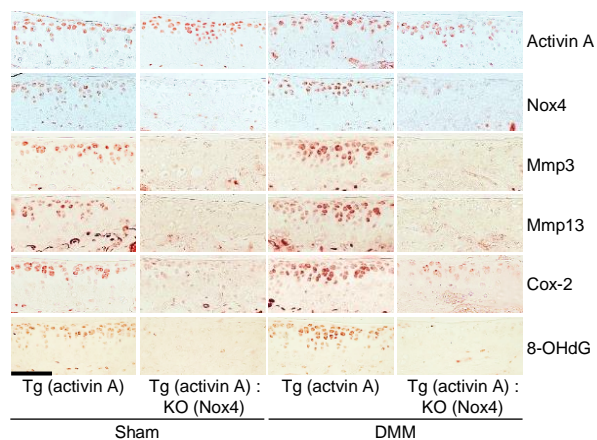

Figure S7. Nox4 is a catabolic mediator of the activin A-ACVR2B axis in OA pathogenesis. Representative immunostaining images of the indicated molecules in cartilage sections of sham- or DMM-operated activin A Tg mice and activin A Tg:Nox4 KO mice (*n* = 10). Scale bar: 100 μ m.

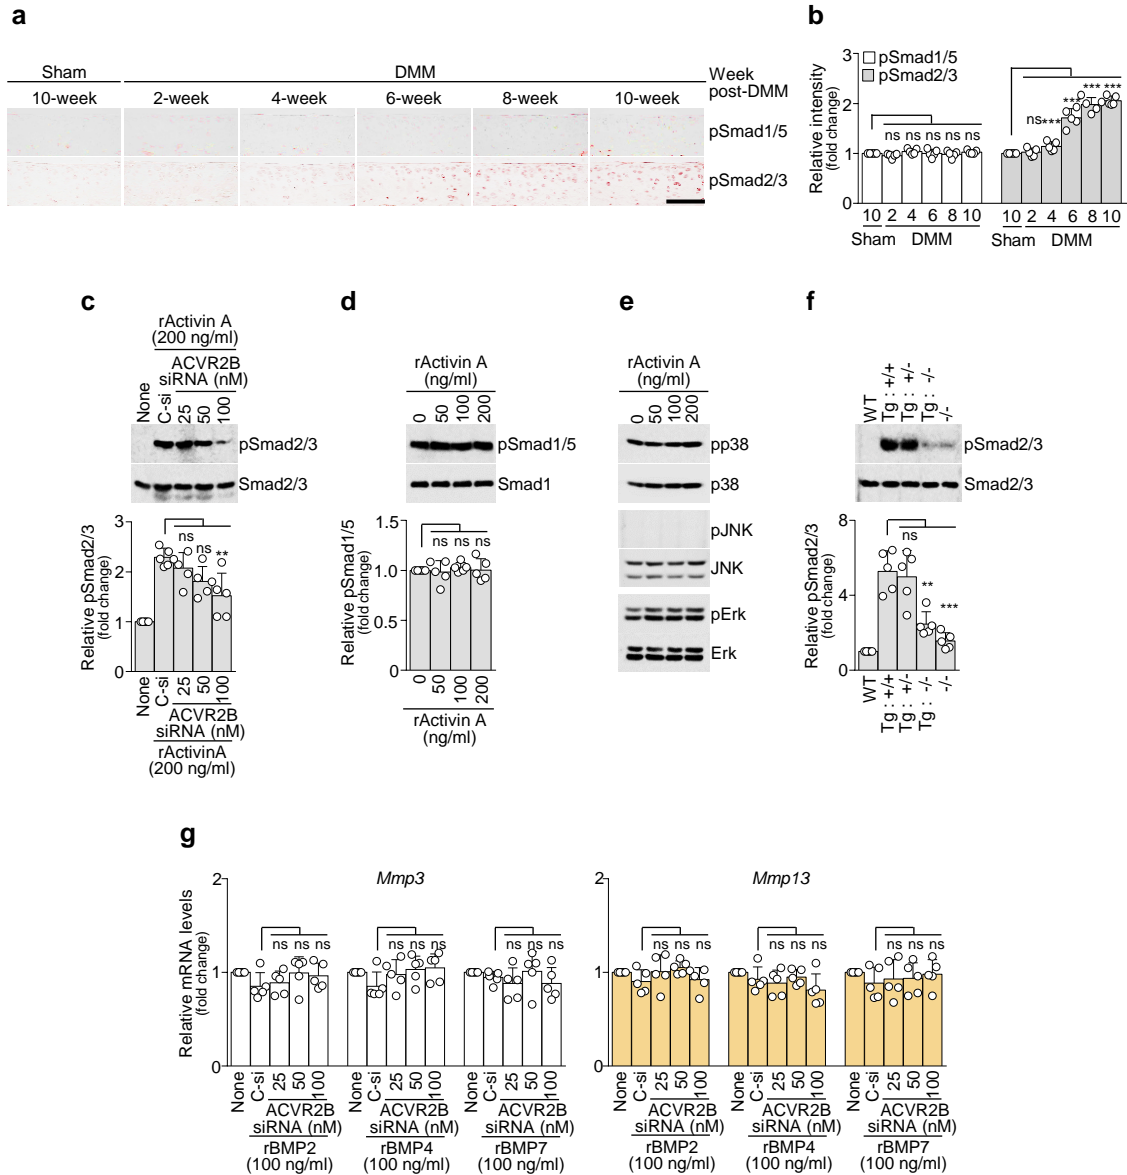

Figure S8. The activin A-ACVR2B-Nox4 axis regulates catabolic factor expression through Smad2/3 phosphorylation, but not Smad1/5 phosphorylation or non-Smad signaling. a,b) Representative immunostaining images (a) and immunostaining intensity (b) of DMM-operated mice sacrificed at the indicated weeks after surgery ($n = 5$). c) Representative Western blot images (c, upper), and image density (c, lower) of ractivin A treated chondrocyte in the absence or presence of ACVR2B siRNA ($n = 5$). d) Representative Western blot images of the indicated molecules in rActivin A-treated chondrocytes (upper) and relative protein intensity levels (lower) ($n = 5$). e) Representative Western blot images of proteins related to the non-Smad signaling pathway in rActivin A-treated chondrocytes. f) Representative Western blot images of the indicated molecules in chondrocytes of WT, activin A Tg;Nox4 KO, and Nox4 KO mice (upper) and relative protein intensity levels (lower) ($n = 5$). g) Relative mRNA levels of *Mmp3* and *Mmp13* were determined by qRT-PCR analysis ($n = 5$) in chondrocytes treated with rBMP2, 4, or 7 plus the indicated concentrations of ACVR2B siRNA. Smad2/3, Smad1, p38, Erk, and JNK used for loading control. Values are presented as mean $\pm$ SD and were analyzed using one-way ANOVA with Bonferroni's *post-hoc* test (b,c,d,f,g). ** $p < 0.01$; *** $p < 0.001$. ns, not significant. Scale bar: 100 μ m.

a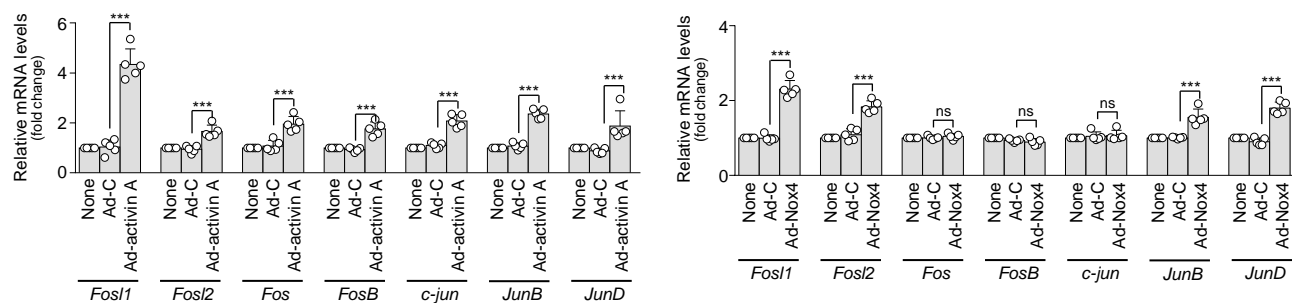**b**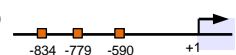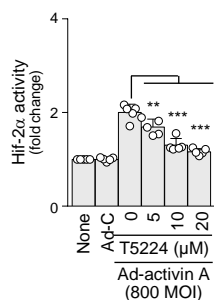**c**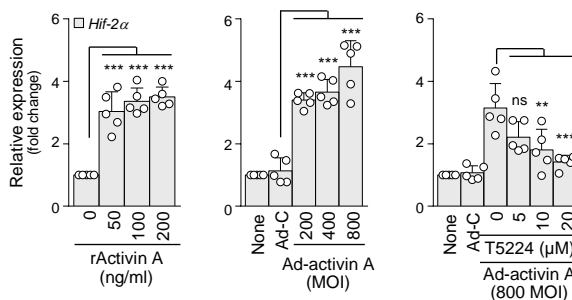

Figure S9. The AP-1 complex binds to the *Hif-2α* promoter and regulates *Hif-2α* expression. a) Relative mRNA levels of AP-1 complex components (*Fosl1*, *Fosl2*, *Fos*, *FosB*, *c-jun*, *JunB*, and *JunD*) were determined by qRT-PCR analysis in Ad-activin A or Ad-Nox4-infected chondrocytes, compared to Ad-C-infected chondrocytes ($n = 5$). b) Diagram of the AP-1 binding site in the *Hif-2α* promoter (upper). Chondrocytes transfected with *Hif-2α* reporter gene constructs were infected with Ad-activin A in the absence or presence of T5224. The *Hif-2α* activity was determined by luciferase assay ($n = 5$) (lower). c) Relative mRNA levels of *Hif-2α* were determined by qRT-PCR analysis ($n = 5$) in primary chondrocytes treated with activin A (200 ng/ml), infected with 800 MOI of Ad-C or Ad-activin A, or treated with the indicated concentrations of T5224 and Ad-activin A. Values are expressed as mean $\pm$ SD and were assessed using one-way ANOVA with Bonferroni's *post-hoc* test (a,b,c). ** $p < 0.01$; *** $p < 0.001$, ns; not significant.

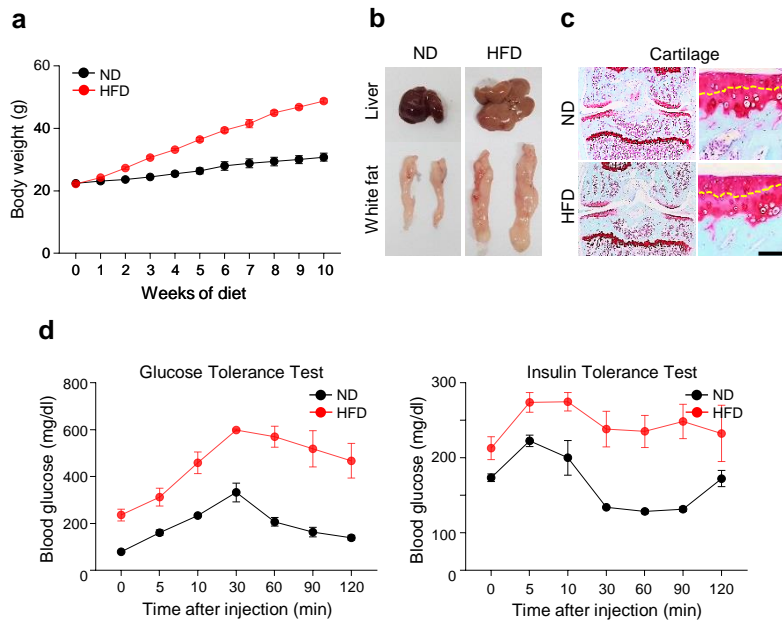

Figure S10. Characterization of high-fat diet (HFD)-fed mice. a) Body weights of normal chow diet (ND; black line, $n = 5$) and HFD (red line, $n = 5$)-fed mice were monitored over 10 weeks. b,c) Representative images of liver (b, *upper*), white fat (b, *lower*), and knee-joint cartilage (c). d) Glucose tolerance (*left*) and insulin tolerance (*right*) test data from the ND and HFD groups. Tidemarks are indicated by yellow dotted lines (c). Values are presented as means $\pm$ SD and were assessed by Friedman test followed by Mann-Whitney U test (a,d). Scale bar: 100 μ m.

Table S1. Top 50 gene products related to single-pass transmembrane (TM) receptors in OA-related GEO datasets.

Human OA patients (GSE16464)		OA rat cartilage (GSE8077)	
Gene product	Fold change	Gene product	Fold change
Single-pass<br>TM proteins	AMIGO2	ACVR2B	7.69
	SORCS3	PIGR	5.01
	LRIT1	LRRC15	4.86
	RPRM	F3	4.85
	ACVR2B	CD40	4.43
	CLCA4	PTPRB	4.38
	SCARF1	PODXL2	4.24
	IGSF11	NOTCH2	4.10
	ZP2	TNFRSF1B	4.06
	DPP10	AREG	3.92
	LAMP3	LILRA5	3.85
	IL2RG	NRXN1	3.37
	RNF128	CUZD1	3.24
	TP53I13	TGFA	3.20
	QSOX2	FAT4	2.99
	PRSS8	CDHR1	2.80
	CUZD1	FCGR2B	2.78
	CD3D	LRTM2	2.64
	RPRML	HBEGF	2.61
	ITGAM	PLB1	2.59
	LRRC4B	ADAM23	2.57
	SELP	LRRC4C	2.49
	EFNB1	TNFRSF9	2.49
	IMPG2	TMEM132A	2.46
	PCDHB9	MUC4	2.46
	FGFR3	MRC1	2.46
	LINGO1	PVR	2.45
	SIGLEC5	L1CAM	2.42
	ITGAD	STAB1	2.40
	LRP4	EMCN	2.39
	SPN	ANPEP	2.38
	IL7R	MMP14	2.34
	SEMA4B	TEK	2.32
	CD40LG	PECAM1	2.31
	IGSF9	FLT4	2.31
	SHISA9	ITGAX	2.30
	PCDH8	TRHDE	2.30
	TRAT1	CD79B	2.21
	TNFRSF19	CD6	2.20
	LINGO2	CD2	2.16
	VSIG10	IL17RC	2.15
	PKHD1L1	DSG2	2.13
	LYVE1	TNFSF11	2.12
	AMHR2	CLEC14A	2.12
	KEL	SHISA9	2.11
	SDK1	FLT3	2.10
	PMEL	SEZ6	2.08
	ICOS	PTGFRN	2.08
	SELE	RPRM	2.08
	TRIL	IL6R	2.05

Table S2. The Activin A-specific gene signature, compared to those for GDF5, 8, and 11.

No	Gene product	: Fold change	No	Gene product	: Fold change
1	Nos2	: 1138.13	41	Fabp5	: 6.839304
2	Mmp3	: 718.2645	42	Gpr35	: 6.80139
3	Cxcl3	: 572.865	43	Nox4	: 6.368869
4	Saa2	: 367.357	44	Runx1	: 6.255352
5	Saa1	: 193.006	45	Sox10	: 6.00211
6	Lcn2	: 189.38	46	Cd44	: 5.995196
7	Chil1	: 60.04524	47	Sod2	: 5.936947
8	Il13ra2	: 51.3991	48	Ptx3	: 5.864973
9	Tnf	: 47.8981	49	Mt1	: 5.313853
10	Bdkrb1	: 47.2223	50	H2-K1	: 5.003272
11	Slc39a8	: 43.57009	51	Lrrc32	: 4.997257
12	Gbp5	: 42.5462	52	Serpina3n	: 4.977058
13	Slpi	: 42.33811	53	Vcan	: 4.902311
14	Mmp13	: 41.97903			
15	Camp	: 41.5781			
16	Rnd1	: 30.62297			
17	Nfkbiz	: 25.96223			
18	Cck	: 24.7549			
19	Tnip3	: 24.7174			
20	Icam1	: 24.02359			
21	Lbp	: 22.87653			
22	Cebpd	: 17.45323			
23	Serpib2	: 16.0685			
24	Tlr2	: 14.67313			
25	Ptgs2	: 14.64753			
26	Tm4sf1	: 14.55205			
27	Gbp4	: 13.5919			
28	Junb	: 13.46341			
29	Sod3	: 12.80706			
30	Mt2	: 12.64216			
31	Tnfaip2	: 12.10723			
32	Nfkbia	: 11.64182			
33	Ier3	: 11.49411			
34	H2-T10	: 9.5626			
35	Fbln2	: 9.117141			
36	Slco1a6	: 8.76539			
37	Fas	: 8.761132			
38	Vnn1	: 7.802018			
39	Gbp2b	: 7.06123			
40	Tnnt2	: 7.01148			

Table S3. Characteristics of the human specimens used in this study.

No	Age (years)/<br>gender	ICRS<br>grade	Joint	Height<br>(m)	Weight<br>(Kg)	BMI (kg/<br>m ²)	Use
1	65/F	4	Knee	158	53	21.23	IHC
2	80/F	4	Knee	143.3	55.1	26.83	IHC
3	72/F	4	Knee	165	65	23.88	IHC
4	63/F	4	Knee	152	52	22.51	IHC
5	69/F	4	Knee	151	60	26.31	IHC
6	73/F	4	Knee	153.8	70.75	29.89	IHC
7	63/F	4	Knee	156	72.2	29.67	IHC
8	73/F	4	Knee	154	83	35	IHC
9	75/F	4	Knee	154	55	23.19	IHC
10	63/F	4	Knee	163	74.3	27.96	IHC

Table S4. Primer sequences and qRT-PCR conditions.

^aS, sense primer; As, antisense primer. ^bAT, annealing temperature.

Gene product	Origin	Strand ^a	Sequence	Size (bp)
ACVR2B	Mouse	S	5'-GGCTGCGTTTGGAAAGCTC-3'	133
Activin A	Mouse	As	5'-GCAACAAGTTTTCTGCTTCA-3'	207
		S	5'-TGAGAGGATTTCTGTTGGCAAG-3'	
Nox4	Mouse	As	5'-TGACATCGGGTCTCTTCTTCA-3'	201
		S	5'-TTTCTCAGGTGTGCATGTAGC-3'	
Mmp3	Mouse	As	5'-GCGTAGGTAGAAGCTGTAACCA-3'	350
		S	5'-CTGTGTGTGGTGTGTGCTCATCCTAC-3'	
Mmp13	Mouse	As	5'-GGCAAATCCGGTGTATAATTCAACAATC-3'	473
		S	5'-TGATGGACCTTCTGGTCTTCTGGC-3'	
Col2a1	Mouse	As	5'-CATCCACATGGTTGGGAAGTTCTG-3'	173
		S	5'-CACACTGGTAAGTGGGGCAAGA-3'	
Aggrecan	Mouse	As	5'-GGATTGTGTTGTTTCAGGGTTCG-3'	581
		S	5'-GAAGACGACATCACCATCCAG-3'	
Sox9	Mouse	As	5'-CTGTCTTTGTCACCCACACAT-3'	153
		S	5'-GAGCCGGATCTGAAGAGGGA-3'	
Collagen-IIB	Mouse	As	5'-GCTTGACGTGTGGCTTGTTTC-3'	204
		S	5'-GGGTCTCTCGCCCTCTCTGCTC-3'	
Gdf5	Mouse	As	5'-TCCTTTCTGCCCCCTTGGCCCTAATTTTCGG-3'	215
		S	5'-CCATCACACCCCACGAATACA-3'	
Gdf8	Mouse	As	5'-CTTCCGTAAGATCCGCAGTTC-3'	144
		S	5'-AGTGGATCTAAATGAGGGCAGT-3'	
Gdf11	Mouse	As	5'-GTTTCCAGGCGCAGCTTAC-3'	202
		S	5'-CTGCGCCTAGAGAGCATCAAG-3'	
ACVR1A	Mouse	As	5'-TCTCGGTGGTAGCGTGGTA-3'	191
		S	5'-TTTAAAGAGACGCAATCAAGAGCG-3'	
ACVR1B	Mouse	As	5'-TCCAACAGGGTTATCTGGCGA-3'	189
		S	5'-CGTGTCTACCATAACCGCCAG-3'	
ACVR1C	Mouse	As	5'-GCCCTTGCCGATAATCTCTTGTA-3'	154
		S	5'-ATCGTAGGAAAAGGTCGGTTTG-3'	
ACVR2A	Mouse	As	5'-CGAGGATGTTCTCGTGTCTCA-3'	234
		S	5'-ATAAACGGCGACATTGTTTTGC-3'	
BMPR2	Mouse	As	5'-TCGGTGTAACAGGATTTGAAGTG-3'	115
		S	5'-TTGGGATAGGTGAGAGTCGAAT-3'	
Gapdh	Mouse	As	5'-TGTTTCACAAGATTGATGTCCCC-3'	450
		S	5'-TCACTGCCACCCAGAAGAC-3'	
Activin A	Activin A TG genotyping	As	5'-TGTAGGCCATGAGGTCCAC-3'	295
		S	5'-GGGCCCTCTGCTAACCATGTT-3'	
Activin A	Activin A KO genotyping	As	5'-GGTCTCTTCTTCAAGTGCAGC-3'	251
		S (WT)	5'-GGGCTCAGAGATGAAGCAGT-3'	
		S (Mu)	5'-AGACTGCCTTGGGAAAAGCG-3'	
Nox4	Nox4 KO genotyping	As	5'-TGGCCCTTTAAAACTCATGG-3'	110
		S	5'-GTGGTCCAACAG AACAAC TGC-3'	
		As (WT)	5'-CACAAGTCTCCTAGTCAAAAGTGA-3'	
		As (Mu)	5'-AACGTCGTGACTGGGAAAAC-3'	350

How the deposited data were processed for this re-analysis (not part of the article)

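Gene expression was measured in primary mouse articular chondrocytes infected at 800 MOI for 36 h with Ad-activin A or with the empty virus Ad-C. There were 2 biological replicates per group, each on an Affymetrix Mouse Gene 2.0 ST array that was run by Macrogen after the Affymetrix protocol. The authors deposited 1 processed log2 value per probe set and array. The background correction, summarization, normalization and software behind these values are not given in the sources used here. That the values are on a log2 scale was read from their range, 0.55 to 12.94 and the quartiles of the 4 arrays were nearly equal. There were no detection calls, and the small number of arrays limits the precision of every value.

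Probe sets were named from the annotation of the platform. Of 41345 probe sets, 23521 had 1 gene symbol, 1814 had several and 16010 were unnamed here, and only those with 1 symbol were used. Symbols were updated through their gene identifiers with a RefSeq table of GRCm38.p6, which matched 23328 probe sets, and the other 193 kept the listed symbol. For the 1082 genes with several probe sets, the one with the highest mean over the 4 arrays was used. This gave 22180 genes. No value is given for Fosl1, since its only named probe set is shared with another gene, or for C3, G6pdx and Spp1. The deposited values were not normalized again, and no filter on dim genes was used.

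The groups were compared with limma 3.58.1 in R 4.3.3, by lmFit and eBayes without a trend, with Benjamini-Hochberg adjustment over all genes and a threshold of 0.05. The model had 2 residual degrees of freedom, and the moderation of the variance raised the total to 6.15. For 3 genes the residual variance was 0. The statistics section of the paper names a two-tailed independent t-test for comparisons between groups in general, and the caption of Figure 5 names a two-tailed t-test for its panel of transcription factors, with p under 0.05. No test or threshold for calling genes changed over the whole array was found in the paper. An exact permutation test of 2 arrays against 2 cannot give a two-sided p below 0.333, so none was used.

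Before the data were examined, 28 gene lists were written, which are the lists of OA catabolic factors, inflammatory cytokines and the acute phase, cartilage matrix and chondrocyte identity, hypertrophy, fibroblast-like matrix, TGF-β and activin targets, BMP targets, activin and BMP ligands and receptors, NADPH oxidase, the ROS pathway, NRF2, AP-1, interferon response, cell cycle, unfolded protein response, p53 targets, hypoxia, cholesterol and fatty acid synthesis, oxidative phosphorylation, markers of 7 other cell types, Table S2 and transcription factors. The ROS pathway list follows the hallmark gene set as recalled, and the others came from textbook knowledge and the paper. All lists but that of transcription factors were tested with camera at a preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over 27 lists. With an estimated correlation camera tests on the 2 residual degrees of freedom of the fit, so few lists can pass there whatever their correlation. GSEA was run for the ROS pathway list with fgsea 1.28.0 on the log2 ratio with 10000 gene permutations, after the ratio of classes and the number of permutations in the paper. The gene sets used by the paper and its IPA annotation are not given in its text, so the lists stand in for them. GSEA of the OA catabolic list was added after seeing the data.

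The genes named in the text followed a rule written before the data were examined. It took every gene named by the paper in its text, Figure 2e, Figure 5e and Figure S6a, the 12 largest rises and 12 largest falls among genes that passed the test without overlap between the groups, and up to 4 members with the largest changes from each list, or up to 2 where none passed. The rule named 150 genes, of which 146 had a value. Other list members were named as examples after their values were seen.

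The alternatives were an intensity trend or robust hyperparameters in eBayes, only genes at or above the median level, the mean of the probe sets of a gene, quantile normalization, centring of each array on its median, the replicate number as a block, leaving out each array in turn, the t-test of the paper's statistics section, thresholds of 1.5-fold and 2-fold with an unadjusted p, every probe set on its own, and other set tests (an estimated correlation, fry, camera on ranks and GSEA by the moderated statistic).

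The steps were tested on simulated data in which 200 of 22180 genes were changed in the comparison of Ad-activin A with Ad-C, with 2 arrays per group. Noise was normal and independent between genes, with the moderated variances of the real genes, which are more alike than the unmoderated ones. At an adjusted p under 0.05, 38.8% of the genes changed by 1.5-fold were recovered, 97% of those changed by 2-fold and 100% of those changed by 4-fold, and 14 unchanged genes were called. With 1 Ad-C array left out, 88.1% of the genes changed by 2-fold were recovered and 24 unchanged genes were called, and with 1 Ad-activin A array left out, 100% and 92. Of 100 lists of unchanged genes, 0 had a camera p under 0.05. As the simulated genes were independent, this does not bear on lists of correlated genes, such as the cell cycle list with an estimated correlation of 0.58. Figures were drawn with matplotlib 3.10.9 in Python 3.11.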

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

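The gene lists and single genes below were picked out because the paper does not discuss them for these arrays, apart from the inflammatory genes, some of which Figure 2e shows, and the receptor genes were picked after their values were seen. The tests of a lower share of chondrocytes, of a shift by level, of an interferon response and of macrophages were chosen after the results were seen, and those of quantile normalization and of neighbouring genes before.

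Cartilage genes fell with Ad-activin A. Of 34 measured genes of cartilage matrix and chondrocyte identity, 29 were lower and 1 was higher (30 lower and 1 higher when adjusted over the list alone), with a median log2 fold change of -1.64 (adjusted p = 1.02e-26 from camera, and adjusted p = 0.302 with an estimated correlation). The estimated correlation of this list was 0.361, above the preset 0.01, so the camera p-value at the preset may be too small. The matrilin genes Matn1 and Matn3 had log2 fold changes of -4.00 and -3.92, the receptor gene Fgfr3 of -3.64 and Ucma of -3.39. Acan fell by 2.26 and Col2a1 by 0.98, whereas the lubricin gene Prg4 rose by 3.03. A smaller share of chondrocytes, as the only cause, would lower the genes by a common factor if other cells did not express them. It also requires that background adds little to their signal. Among the 22 genes with an Ad-C level under 11 the SD of the log2 fold changes was 1.42, against a bound of 0.30 set by their standard errors. The falls thus differed by more than the noise of the arrays. Expression of these genes in other cells was not measured, so this cannot decide whether a smaller share was the only cause. A shift by the normalization of all genes of a given level is argued against, since the genes off the list at the levels of the listed genes had a median log2 fold change of -0.0644, against a bound of -0.82 set from the median of the list. After quantile normalization 29 of the genes were called lower, but the quartiles of the deposited arrays were already nearly equal, so this decides nothing, and other effects of the authors' normalization stay open. A response of the chondrocytes to activin A and a difference in infection between the virus preparations stay open too, as no uninfected or protein-treated arrays were analysed here. So does a smaller share of chondrocytes as the cause of all or a part of the fall.

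Inflammatory and acute phase genes were among the largest rises, beside others such as Mmp3, Derl3 and Inhba. The chemokine gene Cxcl1 had a log2 fold change of 5.07, and the haptoglobin gene Hp, which is not on the inflammatory list, of 6.27. A much stronger interferon response to viral nucleic acid in 1 group would raise the interferon response genes there. Of 26 measured ones, 2, Cxcl10 and Tap1, were called higher (2 when adjusted over the list alone, and 7 higher and 0 lower at an unadjusted p under 0.05 from limma). Their median log2 fold change was 0.16 (adjusted p = 0.0201 from camera, and adjusted p = 0.442 with an estimated correlation). Both groups were infected, so a shared response would cancel here, and a response without interferon genes was not tested. A larger share of macrophages among the cells would raise their markers together, but the median log2 fold change over 15 markers was 0.0732, although Cd14 rose by 2.21, Mrc1 by 0.74 and Fcer1g by 0.64. The comparison cannot tell whether macrophages present alike in both groups responded. A response to activin A of the chondrocytes, or of macrophages present in both groups, stays open. So do endotoxin or another difference between the virus preparations, and a smaller difference in the response to viral nucleic acid.

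Of 1373 measured vomeronasal and olfactory receptor genes, 9 were called higher and 9 lower, or 0.655% higher against 3.83% of all genes. Vmn1r188 had a log2 fold change of 4.03, Vmn2r125 of 3.45 and Olfr503 of 2.25, and these genes were named after their values were seen. If signal of a neighbouring gene were the source, the nearest genes would have risen too, but the median of the larger neighbouring log2 fold change over the 9 genes called higher was 0.107. The highest neighbouring values were 0.83 for H4c9 beside Vmn1r188 and 0.55 for Olfr1048 beside Olfr1049. The median therefore does not settle the source for single genes such as Vmn1r188. Cross-hybridization with other transcripts and signal of unnamed probe sets stay open, and no biological explanation was tested.

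Other gene lists passed camera at the preset correlation, and none of those below passed with an estimated one, which leaves camera 2 residual degrees of freedom. This loss alone therefore does not show that correlation between genes made the lists pass. The estimated correlation was 0.58 for the cell cycle, 0.54 for the cholesterol and 0.51 for the p53 list. It was 0.50 for unfolded protein response, 0.28 for hypoxia and 0.21 for TGF-β genes. These lie above the preset 0.01, so the preset p-values of these lists may be too small. For hypertrophy and oxidative phosphorylation it was -0.01 and -0.02. By fry only these 2 and hypoxia passed (adjusted p = 0.0128, 0.0254 and 0.0274). Chondrocyte hypertrophy genes had a median log2 fold change of -0.16 and 3 of 11 were lower, Panx3, Col10a1 and Pth1r (4 when adjusted over the list alone; adjusted p = 0.0067 from camera, and adjusted p = 0.302 with an estimated correlation). TGF-β and activin target genes had a median of 0.48, with 6 of 19 higher and 3 lower (10 higher and 4 lower when adjusted over the list alone; adjusted p = 0.0195, and adjusted p = 0.558 with an estimated correlation). Cell cycle genes had a median of 0.51, with 10 of 37 higher (28 when adjusted over the list alone; adjusted p = 5.99e-14, and adjusted p = 0.442 with an estimated correlation). Unfolded protein response genes had a median of 0.58, with 10 of 22 higher and 3 lower (12 higher and 5 lower when adjusted over the list alone; adjusted p = 0.000932, and adjusted p = 0.567 with an estimated correlation). Genes induced by p53 had a median of 0.66, with 4 of 16 higher (9 when adjusted over the list alone; adjusted p = 4.67e-06, and adjusted p = 0.452 with an estimated correlation). Hypoxia and glycolysis genes had a median of 0.48, with 8 of 20 higher (13 when adjusted over the list alone; adjusted p = 1.65e-09, and adjusted p = 0.336 with an estimated correlation). Cholesterol and fatty acid synthesis genes had a median of -0.12, with Acaca lower out of 19 (1 when adjusted over the list alone; adjusted p = 0.0388, and adjusted p = 0.688 with an estimated correlation). Oxidative phosphorylation genes had a median of -0.25, with 0 of 24 called by limma (6 lower at an unadjusted p under 0.05 and 3 lower when adjusted over the list alone; adjusted p = 0.00053 from camera, and adjusted p = 0.29 with an estimated correlation).

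Among single genes, Derl3, which acts in the degradation of misfolded proteins of the endoplasmic reticulum, had a log2 fold change of 5.08. The largest falls outside the cartilage list were those of Smpd3 (-3.76), Omd (-3.61), Gjc3 (-3.41), Zim1 (-3.26), Cdsn (-3.18), Scin (-3.03), Atp6v0a4 (-3.01) and Chrdl1 (-2.99).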

How the results depend on the processing

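No result changed direction past the threshold under any alternative run. The number of genes changed, 1624, was 2453 with an intensity trend, 2587 among genes at or above the median level, 798 at an unadjusted p under 0.05 with 2-fold or more, and 3581 by the methods' t-test unadjusted, of which 1 was left after Benjamini-Hochberg. It was 10 to 257 in leave-one-out fits, which have 1 residual degree of freedom and assume that the lone array varies like the other group. With the replicate block 1020 genes passed, 974 of them shared, and 18 of the 107 called genes of the naming rule were lost. Arrays of the 2 groups share a replicate number, and no other link between them is known here. The correlation of their deviations from the group means was 0.034. With 2 arrays per group this cannot show whether they were paired. Inhba kept its direction (4.11 to 5.37 in leave-one-out fits), but no longer passed without either Ad-activin A array. Nox4 stayed at 0.86 without passing with robust hyperparameters (adjusted p = 0.0525) and with the replicate block (adjusted p = 0.0623), at 0.83 with quantile normalization, at 0.84 with centred arrays and at 0.61 to 1.11 in leave-one-out fits, with adjusted p from 0.0348 to 0.261 over all alternatives. Its rank was 382 to 1263 in leave-one-out fits. With an estimated correlation the adjusted p was 0.29 for the OA catabolic list and 0.302 for the ROS pathway list, which also reached 0.0592 on ranks and 0.0162 to 0.0558 in leave-one-out fits. For the ROS pathway GSEA, p was 0.00233 to 0.0175 over the alternatives. GSEA of the OA catabolic list, added after seeing the data, gave an NES of 2.58 (p = 0.000193, the smallest these permutations can give). Of 25 other lists, 14 passed camera, 0 with an estimated correlation (2 unadjusted) and 8 by fry. The adipocyte markers passed fry (adjusted p = 0.0274) but not camera. With an estimated correlation camera tests on 2 residual degrees of freedom, which limits what can pass. The causes of the losses were not tested. The simulated data, drawn with the moderated variances, cannot show whether the losses in leave-one-out fits are to be expected. Nox4 has no value among genes at or above the median level, and no alternative was run for Fosl1. Genes near the lowest log2 values have little signal over background, which limits what their folds show.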

Differences from the paper's values

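The paper shows signed fold changes of single transcription factors in Figure 5e. The figure was read by eye after the values here had been seen. The error used is the SD between the 2 Ad-activin A arrays, which leaves out the error of the reading and the spread of the Ad-C arrays. On the log2 scale the SD between the Ad-C arrays was 0.42 for Hey2 and 0.51 for Myb, against 0.03 and 0.07 between the Ad-activin A arrays. A value that differs by this rule can therefore lie within the spread of the arrays. Each gene below had the same sign as in the figure. For Hey2 the paper's value was about 2.2 in Figure 5e, read by eye, and the value here was 2.09. The values differed under every alternative set before the data were examined, but not in 1 direction, since without Ad-C replicate 1 the value here was 2.56, above the paper's, and without Ad-C replicate 2 it was 1.70. For Myb the paper's value was about 2.1 in Figure 5e and the value here was 1.92. The values differed under every such alternative, again not in 1 direction, with 2.46 without Ad-C replicate 1, above the paper's, 1.49 without Ad-C replicate 2 and 1.29 with the mean of the probe sets. For Tcf19 the paper's value was about 1.6 in Figure 5e and the value here was 1.49. The difference closed without Ad-C replicate 1 and stayed under the others. For Runx1t1 the paper's value was about -2.0 in Figure 5e and the value here was -1.88. The difference closed with the arrays centred on their medians, without Ad-C replicate 1 and without Ad-activin A replicate 1, and stayed under the others. For Maf the paper's value was about -2.2 in Figure 5e and the value here was -2.13. The difference closed with the arrays centred on their medians and without Ad-activin A replicate 2. Under the others the values differed, but with the mean of the probe sets (-2.49) and without Ad-C replicate 2 (-2.28) the fall here was larger than the paper's, not smaller. E2f7, at 2.23 here, lay within this error of the figure's value, but differed without Ad-C replicate 1 (2.63) and without Ad-C replicate 2 (1.90). Atf7ip lay within it under every such alternative. The figure draws more points per bar than the 2 arrays per group analysed here.

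The paper names Nox4 as the gene with the highest upregulation and cites Figure 4a, a heatmap of ROS-related genes. That set is not listed in the text and not all of its names could be read from the figure, so the rank within it was not computed. Here Nox4 had a log2 fold change of 0.86, a 1.81-fold rise. Table S2 prints a larger fold for Nox4, and still larger ones for other genes such as Nos2 and Mmp3. The paper does not state the treatment behind that table, so its folds were not compared further. Among the 68 measured genes of the ROS pathway, NADPH oxidase and NRF2 lists together it ranked 9, with Sod3 first at 2.31, and within the NADPH oxidase list it ranked 2 of 15. Among the 30 genes of Figure S6a with a value it ranked 11, with Ptgs2 first at 3.52. Among all genes it ranked 584 of 22180, and Cxcl3 stood first at 6.72. Over the alternatives this last rank lay between 382 and 1263, and no alternative brought it to the top. In the direction of change the values go the same way as in the paper.

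The paper relates the majority of the upregulated genes to ROS production. Of the 850 genes called higher, 14 were on the ROS pathway, NADPH oxidase and NRF2 lists together, or 1.65%. On the OA catabolic and inflammatory lists together there were 36, or 4.24%. These shares are limited by the length of the lists. Of the listed genes themselves, 20.6% were higher on the ROS lists and 57.1% on the OA catabolic and inflammatory lists, against 3.83% of all genes. The ROS lists are short and the IPA annotation used by the paper was not analysed here, so the tally covers these lists alone. Of the 19 genes with a value that Figure S6a shows as higher, 19 had a positive log2 fold change, and of the 11 shown as lower, 8 had a negative one.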

Other observations

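Genes of the unfolded protein response moved in both directions. Of 22 measured, 10 were higher, 3 were lower and 9 did not pass (12 higher and 5 lower when adjusted over the list alone), and the list did not pass with an estimated correlation (adjusted p = 0.567). The members below were named after their values were seen, and no contrast between parts of the list was tested. Sdf2l1 had a log2 fold change of 2.37 (standard error 0.13, adjusted p = 0.000636 from limma) and Creld2 of 1.97 (standard error 0.12, adjusted p = 0.00121). Hyou1 rose by 1.09, Hspa5, which encodes the chaperone BiP, by 0.99 and Manf by 0.97. Asns, Chac1 and Trib3 fell by 0.76, 0.98 and 1.02, and Atf4 itself had a log2 fold change of -0.63 and did not pass. Among genes induced by low oxygen, Egln3 rose by 2.48, the carbonic anhydrase gene Car9 by 2.11 and Vegfa by 1.37, whereas the glycolytic genes Pgk1 and Tpi1 had log2 fold changes of 0.22 and 0.23 and did not pass. The replication factor gene Cdc6 rose by 1.46 and the topoisomerase gene Top2a by 0.95. The p53 targets Trp53inp1 and Mdm2 rose by 1.49 and 0.81, and Cdkn1a, which encodes the cell cycle inhibitor p21, by 0.58.

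Of 19 measured TGF-β and activin target genes, 6 were higher, 3 were lower and 10 did not pass (10 higher and 4 lower when adjusted over the list alone), and the list did not pass with an estimated correlation (adjusted p = 0.558). Skil rose by 1.77, Pmepa1 by 1.67 and Ltbp2 by 1.26, whereas Tgfbi fell by 1.97, Bambi by 1.16 and Ccn2 by 1.15. Of 12 measured BMP target genes, 1 was higher and 4 were lower (1 higher and 5 lower when adjusted over the list alone), with the BMP antagonist Grem1 up by 1.03 and Nog down, at a log2 fold change of -1.46. As a set the BMP targets did not pass camera (median -0.23, adjusted p = 0.111). Of 24 activin and BMP ligands, receptors and SMADs, a list without Inhba because it is the overexpressed gene, 2 were higher and 2 were lower (6 higher and 3 lower when adjusted over the list alone), and the set did not pass (median -0.02, adjusted p = 0.714). Acvr1 rose by 0.67 and Gdf11 by 0.71, whereas Tgfbr2 fell by 1.12 and Bmp7 was also called lower. Acvr2b, at log2 values of 3.94 and 4.00 with Ad-C and of 3.92 and 3.84 with Ad-activin A, had a log2 fold change of -0.09 and did not pass. Acvr2a had a log2 fold change of 0.02, Bmpr2 of 0.28 and Acvr1b of 0.46, and none of these passed.

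The paper reports by qRT-PCR that most AP-1 subunits were upregulated. On the arrays 3 of the 6 subunits with a value were higher after adjustment over all genes, and 4 when adjusted over the list alone. At an unadjusted p under 0.05 from limma, which is nearer to a test of single genes, 5 were higher and 0 lower. The 6 subunits had a median log2 fold change of 0.70 (adjusted p = 0.00368 from camera, and adjusted p = 0.442 with an estimated correlation).

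The paper reports no effect of activin A on chondrogenesis in micromass culture and with recombinant activin A, which are other experiments than these arrays. It also measured Col2a1, aggrecan and Sox9 by qRT-PCR in chondrocytes treated with recombinant ligands. Its text ties a rise of anabolic factors to GDF5, and activin A to catabolic ones. The values of that experiment are not given in the text and were not compared here. On the arrays Sox9 was at 10.45 and 10.75 with Ad-C and at 8.96 and 9.51 with Ad-activin A, and Comp fell by 1.42. The genes of Table S2, the paper's activin A-specific signature, were also measured here. The paper does not state the treatment behind that table, and its methods name profiles of chondrocytes treated with recombinant activin A as well as infected ones. Of 52 with a value, 38 were higher and none was lower (44 higher and none lower when adjusted over the list alone), with a median log2 fold change of 1.61 (adjusted p = 3.6e-35 from camera, and adjusted p = 0.29 with an estimated correlation). Serpina3n, listed in the table with a rise, had a log2 fold change of -0.35 here and did not pass, and Tnf did not pass either. The table was seen before the lists were written and shares genes with the OA catabolic and inflammatory lists. It also shares genes with the ROS pathway, NRF2, NADPH oxidase and AP-1 lists.

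Markers of other cell types of the joint did not pass camera as sets. Macrophage markers had 3 of 15 higher (4 when adjusted over the list alone; adjusted p = 0.0888). Of 10 endothelial markers (median 0.04, adjusted p = 0.415), 11 osteoblast and osteoclast markers (median 0.09, adjusted p = 0.216), 10 muscle markers (median -0.23, adjusted p = 0.321) and 3 erythroid markers (median 0.16, adjusted p = 0.605) none passed limma. At an unadjusted p under 0.05, 1 endothelial marker was higher, 2 osteoblast and osteoclast markers were higher, 1 muscle marker was higher and 2 were lower, and 0 erythroid markers passed. Of 8 tendon and synovium markers, Cd34 rose by 0.61 and Dpt fell by 1.18 (the same number when adjusted over the list alone; median -0.19, adjusted p = 0.605). Of 6 adipocyte markers Fabp4 rose by 2.76, and Adipoq and Plin1 had log2 fold changes of -0.13 and 0.29 and did not pass (median 0.08, adjusted p = 0.605). Of 22 genes of fibroblast-like and contractile cells, Vcan, Lox and Pdgfra rose by 1.93, 1.17 and 1.01 and Acta2 fell by 1.34 (4 higher and 4 lower when adjusted over the list alone; median -0.25, adjusted p = 0.605).

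The Ad-C replicates differed at several of the genes that rose. Inhba was at 7.62 on Ad-C replicate 1 and 6.36 on Ad-C replicate 2, Ptgs2 at 7.82 and 6.69, and Mmp13 at 9.30 and 8.68. Both values of each gene lay below both Ad-activin A values.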
